# Analysis of the retinal gene expression profile after hypoxic preconditioning identifies candidate genes for neuroprotection

**DOI:** 10.1186/1471-2164-9-73

**Published:** 2008-02-08

**Authors:** Markus Thiersch, Wolfgang Raffelsberger, Rico Frigg, Marijana Samardzija, Andreas Wenzel, Olivier Poch, Christian Grimm

## Abstract

**Background:**

Retinal degeneration is a main cause of blindness in humans. Neuroprotective therapies may be used to rescue retinal cells and preserve vision. Hypoxic preconditioning stabilizes the transcription factor HIF-1α in the retina and strongly protects photoreceptors in an animal model of light-induced retinal degeneration. To address the molecular mechanisms of the protection, we analyzed the transcriptome of the hypoxic retina using microarrays and real-time PCR.

**Results:**

Hypoxic exposure induced a marked alteration in the retinal transcriptome with significantly different expression levels of 431 genes immediately after hypoxic exposure. The normal expression profile was restored within 16 hours of reoxygenation. Among the differentially regulated genes, several candidates for neuroprotection were identified like metallothionein-1 and -2, the HIF-1 target gene adrenomedullin and the gene encoding the antioxidative and cytoprotective enzyme paraoxonase 1 which was previously not known to be a hypoxia responsive gene in the retina. The strongly upregulated cyclin dependent kinase inhibitor *p21 *was excluded from being essential for neuroprotection.

**Conclusion:**

Our data suggest that neuroprotection after hypoxic preconditioning is the result of the differential expression of a multitude of genes which may act in concert to protect visual cells against a toxic insult.

## Background

Retinal blinding diseases like retinitis pigmentosa (RP) and age related macular degeneration (AMD) are characterized by a progressive retinal degeneration which involves the apoptotic loss of photoreceptor cells. Although significant progress in the understanding of the molecular mechanisms leading to AMD and RP has been made in recent years, efficient treatments to successfully prevent loss of vision are still not available.

Neuroprotection is a strategy to preserve retinal function. It aims at the interference with regulatory mechanisms of cell death to protect photoreceptor cells. To successfully target these mechanisms it is necessary to understand the molecular signalling networks in the degenerating retina. Since neither an extrinsic (activation of caspases via death receptors) nor an intrinsic death pathway (release of cytochrome c from mitochondria) seems to be activated during retinal degeneration [1], mechanisms of photoreceptor cell death are still poorly understood. Several models of inherited [2] and induced [3] retinal degeneration are used to study the molecular events of photoreceptor apoptosis. Inherited models mostly show a slow progression of retinal degeneration resulting in constant but low levels of apoptosis. Models of induced retinal degeneration, like the light damage model [3], are easy to handle and the synchronized response to the apoptotic stimulus may raise apoptotic factors above detection threshold allowing their detailed investigation.

Various preconditioning protocols are used as a strategy to protect tissues from degenerative processes. Especially ischemic and hypoxic preconditioning successfully reduced the severity of induced or inherited degeneration in tissues like brain [4,5] heart [6,7] and the retina [8-12]. Hypoxia describes a state of low oxygen. It appears pathologically during several diseases like cancer, stroke or heart infarction [13] but also physiologically during development in many tissues [14]. In the adult retina, increased oxygen consumption during night time leads to borderline hypoxic conditions [15]. To cope with the reduced oxygen availability cells differentially regulate genes including factors involved in an anti-apoptotic response [16,17]. A key regulator of the tissue response to hypoxia is the transcription factor hypoxia inducible factor 1 (HIF-1), a heterodimeric protein consisting of the constitutively and stably expressed hypoxia inducible factor 1β (HIF-1β) and oxygen regulated subunit hypoxia inducible factor 1α (HIF-1α). During hypoxia HIF-1α is stabilized, enters the nucleus, recruits HIF-1β and regulates the expression of target genes involved in different pathways like apoptosis, metabolism or angiogenesis [18].

Hypoxic preconditioning was shown to stabilize HIF-1α in the retina [9,12]. Stabilization of this transcription factor induces the expression of target genes with neuroprotective properties like vascular endothelial growth factor (*Vegf*) and erythropoietin (*Epo*) suggesting a link between HIF-1 driven gene expression and neuroprotection [9,12]. Exogenous application of Epo not only protects retinal ganglion cells in a model of ischemia-reperfusion injury [19] but also photoreceptors in the model of light induced retinal degeneration [20,21]. However, protection of visual cells from light damage was weaker than after hypoxic preconditioning suggesting that factors in addition to Epo contribute to retinal protection by hypoxia. The identification of these factors is essential for the development of efficient neuroprotective strategies focused on the prevention of retinal degeneration.

We used whole genome microarrays and real-time PCR to detect expression of differentially regulated genes after hypoxic preconditioning in adult mouse retinas. The analysis of the hypoxic transcriptome characterized the response of the retina to low oxygen levels. Cyclin-dependent kinase inhibitor 1a (*p21*) was among the most strongly induced genes and occupied a central position in a differentially regulated gene network affecting cellular growth and proliferation. Using p21 gene knockout animals, we analyzed the impact of this gene on retinal neuroprotection in the model of light induced retinal degeneration.

## Results

### Time frame of neuroprotection after hypoxic preconditioning

In previous experiments we observed an almost complete protection of photoreceptors against light induced degeneration when exposed at 4 hours after hypoxic preconditioning. Protection, however, was lost after prolonged reoxygenation of 16 hours suggesting a rather short-lived neuroprotective effect of hypoxic preconditioning [9]. To analyze the time frame of hypoxia-induced neuroprotection in more detail, we allowed preconditioned mice to reoxygenate for 4 h, 8 h, 12 h and 16 h, respectively, before they were exposed to high levels of white light. As expected, retinal morphology (Fig. 1A) was almost completely preserved in mice illuminated after a reoxygenation period of 4 h. Only slight disturbances and vesiculations in the rod outer segments but no apoptotic nuclei with condensed chromatin were observed.

**Figure 1:**
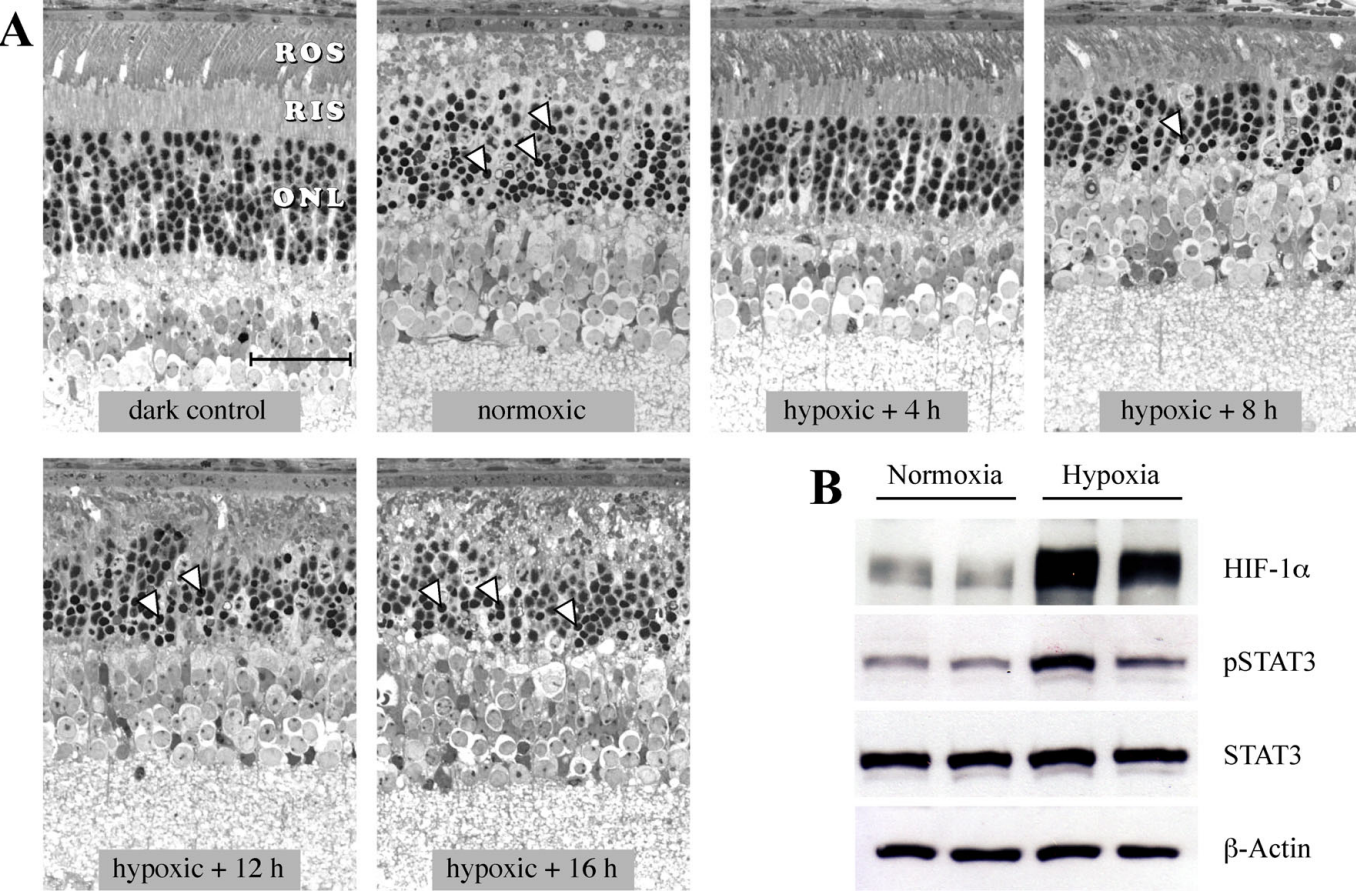
**Transient protection of retinal morphology by hypoxic preconditioning**. **A) **BALB/c mice were preconditioned by hypoxia for 6 h. After 4 h, 8 h, 12 h or 16 h of reoxygenation in darkness, mice were exposed to 5'000 lux of white light for 1 h. Control animals were not preconditioned and were (normoxic) or were not (dark control) exposed to light. Retinal morphology was analyzed 36 h after light exposure. Normoxic animals exposed to light showed a severe disruption of ROS and RIS with the appearance of many pycnotic photoreceptor nuclei. Mice exposed to light 4 hours after hypoxic preconditioning were almost completely protected and only some ROS vesiculation was observed. The protective effect of hypoxia was progressively weakened with increasing reoxygenation time before illumination as indicated by an increased disruption of ROS and RIS and the increased appearance of pycnotic photoreceptor nuclei. 16 h after preconditioning the protection was completely lost. Hypoxic preconditioning per se did not affect retinal morphology or function even after prolonged survival (data not shown, [9]). Arrowheads: examples of pycnotic nuclei; ROS: rod outer segments; RIS: rod inner segments; ONL: outer nuclear layer, scale bar: 25 μm. **B) **Expression of transcription factors HIF-1α and phospho-STAT3 in the retina was analyzed in normoxic mice or immediately after hypoxic preconditioning by Western blotting. β-actin and STAT3 levels verified equal sample loading. Both transcription factors were induced immediately after hypoxia with some variability between individuals. Shown are results from two normoxic controls and from two mice preconditioned with hypoxia.

Exposure after 8 h of reoxygenation resulted in the appearance of some apoptotic photoreceptor nuclei. 12 h of reoxygenation further reduced the protection against light damage as evidenced by the appearance of many nuclei with condensed chromatin and an almost complete disintegration of rod inner (RIS) and rod outer segments (ROS). Retinas of mice illuminated 16 hours after hypoxic preconditioning were as susceptible to light damage as retinas of normoxic control mice (Fig. 1A).

### The retinal response to hypoxic preconditioning

It is well known that hypoxia alters the gene expression profile in a given tissue [22] in an attempt to cope with the unfavourable condition. One of the major factors regulating this response is the transcription factor HIF-1, which is activated in the hypoxic retina (Fig. 1B) [9]. Similarly, the pro-survival transcription factor Stat3 [23], which has been reported to be induced in several hypoxic tissues [24], was phosphorylated and thus activated in the hypoxic retina (Fig. 1B). The different levels of activation (shown are examples of two mice) point to a certain variability in the response to hypoxia between individual mice. Nevertheless, the activation of these transcription factors suggests a differential regulation of a multitude of potentially neuroprotective genes in the retina by hypoxic preconditioning. Based on the time frame of neuroprotection (Fig. 1A), we analyzed the gene expression pattern in the retina at 0 h, 2 h, 4 h, and at 16 h after hypoxia (see Methods).

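Retinal RNA was hybridised to 24 Affymetrix mouse arrays of 45101 probe sets each, 3 arrays in each of 8 groups. The groups were retinas taken 0 h, 2 h, 4 h or 16 h after 6 h in air of 6% oxygen, and retinas of normoxic control mice taken at the same time points. Each array held 1 pool of 3 retinas from 3 mice, so the arrays of a group are separate pools of separate animals. A probe set is a group of short probes that together measure a transcript. The values are log2 signals that the authors made with RMA, which corrects the background, normalizes between arrays and combines the probes of a probe set. The paper's own gene lists came from GCRMA, a related procedure that also models the probe sequence and that was not used here. The array medians lay between 5.80 and 5.84, and the values between 2.69 and 14.51. Arrays give no counts, and their number limits the precision. Following the filter in Methods, a probe set was tested at a time point when its mean in hypoxic or in normoxic retinas reached the signal that separates the peaks of the density of all values, here a log2 signal of 6.69 between peaks at 3.81 and 7.90. Where the mean of either group lies below this signal threshold, the log2 change is a difference of measured signals and no exact ratio of transcript, and ranks by it share this limit. The 64 control probe sets were left out. Hypoxia was compared with normoxia at each time point by limma in 1 fit of all 24 arrays with 16 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the probe sets tested. A probe set counts as changed at an adjusted p under 0.05. Of the probe sets, 34945 carry 1 gene symbol in the array annotation, 932 carry several and 9160 carry none here, and those of the first kind are named by their gene. The grouping of the arrays, the comparisons, the gene lists and the alternatives were set before the data were examined, except for the alternatives and tests that are named as chosen after seeing the data. The lists of glucocorticoid-induced and of cholesterol synthesis genes were written after the paper's tables had been seen, and the lists taken from Tables 2 and 3 were chosen by the paper on these same arrays.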

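The arrays of retinas taken 0 h, 2 h and 4 h after hypoxia each formed a cluster of their own, and those of retinas taken at 16 h did not. Retinas analysed immediately after hypoxia stood farthest from their controls. Their mean Euclidean distance to the normoxic arrays of the same time point was 76.9, against 47.1 among the 3 hypoxic arrays. At 2 h the distance to the controls was 60.5, against 49.9 within the hypoxic group. At 4 h it was 50.9 against 44.0, and at 16 h 51.6 against 48.4. Distances were taken over the log2 signals of all 45101 probe sets and joined by average linkage. Additional file 1 uses this distance and linkage on GCRMA values, and RMA values were used here. Distances between arrays are not independent of each other, so no test was made.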

Hierarchical clustering of gene chip data showed strong similarities of the three replica-chips of a respective time point after hypoxia [see additional file 1]. Such clustering was not observed in normoxic samples suggesting that hypoxia induced a strong and specific response in the retina. This hypoxic response quickly vanished and at 4 h after hypoxic preconditioning the retinal transcriptome was similar to normoxic controls.

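None of the 4 normoxic groups formed a cluster of its own. Normoxic arrays of the same time point were on average 53.1 apart, and normoxic arrays of different time points 55.9. Within the groups the mean distance was 59.5 at 0 h, 50.0 at 2 h, 48.6 at 4 h and 54.5 at 16 h. Of the normoxic arrays, replicate 2 at 0 h and replicate 3 at 16 h lay farthest from all other arrays, with mean distances of 67.4 and 68.0. The list of lens markers, such as the crystallin genes, was lower in the hypoxic than in the normoxic pools at 16 h. It had a median log2 change of -1.08 (hypoxia minus normoxia) over 14 measured genes (camera adjusted p = 3.74e-05, and adjusted p = 0.499 with an estimated correlation), and limma called none of them changed, with 0 at an unadjusted p under 0.05. Without both arrays, a choice made after seeing the data, 5646 probe sets were changed at 0 h.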

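At 4 h after hypoxia a small group of genes was still higher than in normoxic retinas. Kif4, a mitotic kinesin, had a log2 change of 2.36 (standard error 0.17, adjusted p = 4.75e-08 from limma), and Lcn2, a lipocalin of the acute phase response, had one of 2.34 (standard error 0.36, adjusted p = 0.00133), both with normoxic means below the signal threshold. The adjusted p of Lcn2 was 0.0567 from the 6 arrays of the time point alone. Ak4, an adenylate kinase of mitochondria, fell by 1.35 on the log2 scale (standard error 0.22, adjusted p = 0.00209), and Grm8, a glutamate receptor gene, fell by 1.14 (standard error 0.13, adjusted p = 5.06e-05). In total, 264 of 18498 probe sets were changed, 162 of them higher and 102 lower, and 14 by over 2-fold. Of 18 measured HIF-1 target genes 1 fell, Ak4, and 0 rose (0 rose and 4 fell when adjusted over the list alone), with a median log2 change of -0.22 (camera adjusted p = 0.000548, and adjusted p = 0.405 with an estimated correlation). Of 21 genes of glycolysis and glucose uptake 1 fell, the glycolysis regulator Pfkfb3 with -0.61 (adjusted p = 0.0562 from the 6 arrays alone), and 0 rose (0 rose and 4 fell when adjusted over the list alone). The list had a camera adjusted p = 0.000438, and adjusted p = 0.441 with an estimated correlation. Of 18 cholesterol synthesis genes 4 fell and 0 rose (0 rose and 8 fell when adjusted over the list alone), with a camera adjusted p = 6.22e-06, and adjusted p = 0.108 with an estimated correlation. Among them, Idi1 changed by -0.57, and by -0.51 without normoxia 4 h replicate 3 (adjusted p = 0.0651). From the 6 arrays of the time point alone its adjusted p was 0.0746. The calls of the other 3 depend on single arrays. Msmo1 with -0.41 lost its call without each of the 6 arrays in turn (adjusted p 0.084 to 0.21), Insig1 with -0.66 without each but hypoxia 4 h replicate 3 (0.0643 to 0.199) and Sqle with -0.36 without each but hypoxia 4 h replicate 2 (0.0984 to 0.269). Of 9 genes of reactive glia and the Lif-Stat3 pathway 1 rose, Lcn2 with the loss of its call named above, and 0 fell (6 rose and 0 fell when adjusted over the list alone), with a camera adjusted p = 0.00126, and adjusted p = 0.441 with an estimated correlation. The number of changed probe sets was 81 without hypoxia 4 h replicate 1, 130 without hypoxia 4 h replicate 3, 122 without normoxia 4 h replicate 1 and 118 without normoxia 4 h replicate 3. It was 62 from the 6 arrays of the time point alone, 727 with array quality weights and 3 by the methods' t-test with adjusted p. The number over 2-fold ranged from 8 (without hypoxia 4 h replicate 1) to 19 when 1 array was left out. It was 9 with the stricter filter and 0 by the methods' t-test with adjusted p.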

After normalization of the data by GCRMA algorithm to minimize the theoretical appearance of false positive signals we detected 431 differentially regulated genes immediately after hypoxia, 227 of which had a fold change above 2 (0 h, Fig. 2). 

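Immediately after hypoxia 4166 genes were changed, with 2005 genes higher and 2265 lower in at least 1 probe set. The retinal pigment epithelium genes Ttr, Rgr, Rpe65 and Dct were among the 12 genes with the largest rises. Others among them were H1f8, a linker histone gene of oocytes, with a log2 change of 2.86 (standard error 0.23), and Samd7, a photoreceptor gene, with one of 2.71 (standard error 0.21). Among the largest falls were Irf3, a transcription factor of the interferon response, at -1.88 (standard error 0.16), the spindle checkpoint gene Bub1b at -1.73 (standard error 0.19), Fbxo30 at -1.73 (standard error 0.16) and the nuclear non-coding RNA Malat1 at -1.54 (standard error 0.22). The normoxic means of Rgr, Rpe65, Dct and H1f8 and the hypoxic means of Irf3 and Bub1b lie below the signal threshold. By limma with Benjamini-Hochberg adjustment, 6091 of 18799 probe sets were changed, 2849 of them higher and 3242 lower. A fold change above 2 was found for 427 of them, 267 higher and 160 lower. The methods' t-test gave 2803 changed probe sets with adjusted p, and 833 at an unadjusted p under 0.001, of which 186 were over 2-fold.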

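At 2 h after hypoxia 2334 genes were changed, with 1328 genes higher and 1017 lower in at least 1 probe set. Among the largest rises were the fatty acid binding protein gene Fabp4 with a log2 change of 1.91 (standard error 0.24), the arginine transporter gene Slc7a1 with 1.67 (standard error 0.19) and the collagen gene Col19a1 with 1.59 (standard error 0.19). Ttc14 changed by -1.40 (standard error 0.31), Gulo, an enzyme of vitamin C synthesis, by -1.13 (standard error 0.11), and the heat shock gene Hspa1b by -1.04 (standard error 0.11). The normoxic mean of Fabp4 and the hypoxic mean of Ttc14 lie below the signal threshold. By limma with Benjamini-Hochberg adjustment, 3081 of 18587 probe sets were changed at 2 h, 1709 higher and 1372 lower, and 54 by over 2-fold. At 16 h limma called 0 of 18423 probe sets changed, 1172 had an unadjusted p under 0.05, and the smallest adjusted p was 0.130. The methods' t-test gave 0 probe sets at 16 h with adjusted p and 20 at an unadjusted p under 0.001, and at 2 h it gave 156 and 314. The number at 2 h was 1325 from the 6 arrays of the time point alone, 1628 without hypoxia 2 h replicate 1 and 1917 without normoxia 2 h replicate 3.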

The number of regulated genes decreased gradually until 16 h after hypoxia when just 3 genes showed altered expression levels (Fig. 2). The application of our statistical filter for a maximal acceptable FDR suggested that there are (statistically estimated) 25, 23, 6 and 1 false positive genes in the analyzed list of differentially regulated genes at 0 h, 2 h, 4 h and 16 h, respectively.

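Among all probe sets tested, the share in which the 3 hypoxic pools lay wholly above or wholly below the 3 normoxic pools was 45.4% at 0 h, 34.8% at 2 h, 27.3% at 4 h and 11.1% at 16 h, where chance alone separates 10%. An unadjusted p under 0.05 from limma was reached by 7917 probe sets at 0 h, 5614 at 2 h and 2877 at 4 h. In simulated arrays with 200 changed probe sets per time point, 10 of 192 calls at 0 h were false (5.21%), 6 of 182 at 2 h (3.3%), 9 of 178 at 4 h (5.06%) and 5 of 181 at 16 h (2.76%). These shares describe the simulated arrays and are no estimate of the false calls among the real ones, such as the 6091 at 0 h.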

**Figure 2:**
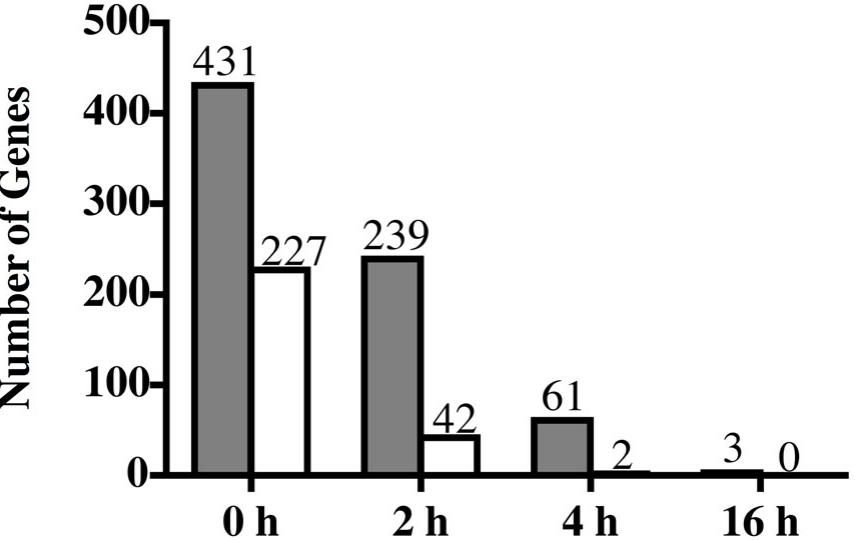
**Number of genes differentially expressed immediately (0 h), 2 h, 4 h and 16 h after hypoxic preconditioning**. Gray bars: total number of significantly regulated genes. White bars: number of genes regulated at least 2-fold. The number of differentially regulated genes decreased rapidly during reoxygenation, indicating a fast return to the gene expression pattern of normoxic retinas.

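The genes that had changed at 0 h moved back towards the normoxic level within hours. The probe sets that were higher at 0 h had a median log2 change of 0.43 at 0 h, 0.21 at 2 h, 0.08 at 4 h and 0.01 at 16 h. For those that were lower the medians were -0.42, -0.14, 0.01 and 0.05. Of the probe sets tested at both 0 h and 2 h, 901 were higher and 805 lower at both time points, where independent lists of the same sizes would share 243 and 238. Between 0 h and 4 h, 73 were higher at both and 24 lower at both, against 22.0 and 17.6 for independent lists. A further 41 had opposite directions at 0 h and 4 h. The hypoxia effect itself differed between 0 h and 2 h in 1568 of 19098 probe sets by limma's test of the difference, and in 1313 of these it was smaller at 2 h. Between 0 h and 4 h it differed in 3233 of 19087, in 2881 of which it was smaller at 4 h. Between 0 h and 16 h it differed in 3929 of 19113, in 3750 of which it was smaller at 16 h. The number for 0 h against 2 h was 967 without hypoxia 0 h replicate 1. From the falling number of regulated genes during reoxygenation, the paper concludes that the retina returns fast to the gene expression pattern of normoxic retinas.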

### Prominently regulated genes

The genes with the strongest regulation after hypoxic exposure are listed in Table 1 [for complete gene lists see additional file 2]. 

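Other genes that Table 1 lists as upregulated include Depp1, whose log2 change at 0 h was 2.25 (standard error 0.22), the arginine transporter gene Slc7a1 with 2.16, Apold1, a gene of endothelial cells, with 2.13, and Arrdc2 with 2.12. The normoxic means of Depp1, Apold1, Arrdc2 and Kif4 lie below the signal threshold. Kif4 rose by 1.90 at 0 h (adjusted p = 3.74e-08 from limma) and by 2.11 at 2 h (adjusted p = 1.41e-07). Its effect at 0 h was not shown to differ from that at 2 h (difference -0.21, adjusted p = 0.69) or at 4 h (difference -0.47, adjusted p = 0.199), and it exceeded that at 16 h by 1.55 (adjusted p = 0.000104). For Mt1, a metallothionein gene, the effects at 0 h and 2 h were not shown to differ either (difference 0.04, adjusted p = 0.958). Of the 30 probe sets that Table 1 lists as upregulated, 23 reached the signal needed for the test and all 23 were higher. Of the 20 listed as downregulated, 16 were tested and all 16 were lower. Of the 431 probe sets in the paper's complete list for 0 h, 391 were tested and 380 of them (97.2%) were changed, all in the listed direction. Of the 240 in its list for 2 h, 226 were tested and 194 (85.8%) were changed, all in the listed direction. Of the 23 in its list for 4 h, 21 were tested and 8 (38.1%) were changed, again all in the listed direction. The paper chose these genes on these same arrays, so the counts are not independent evidence.

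**Figure D1:**
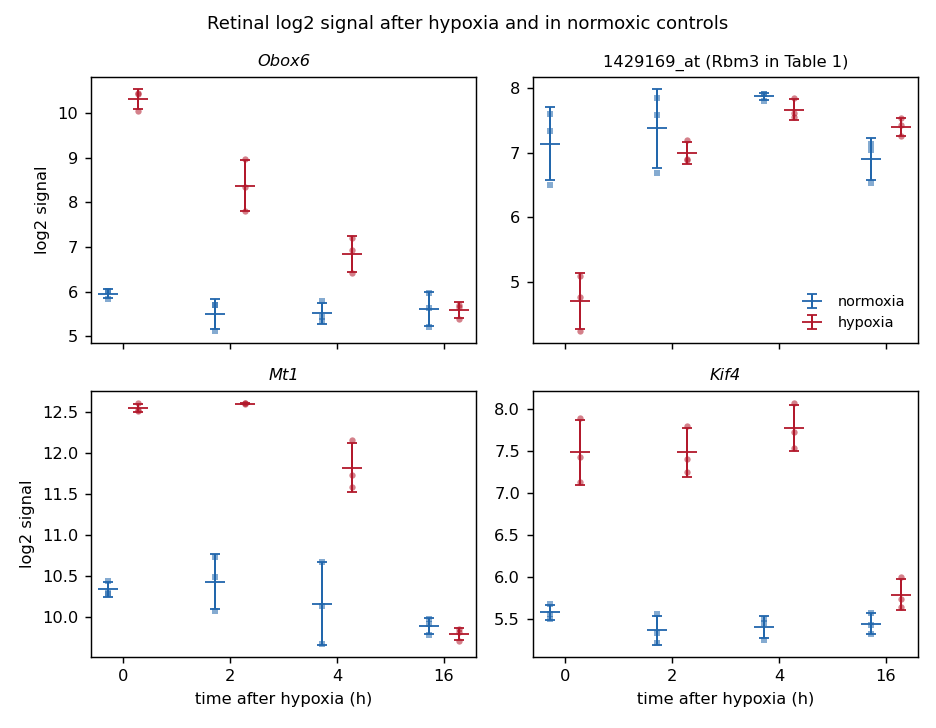
Log2 signal of Obox6, of the probe set that Table 1 names Rbm3, of Mt1 and of Kif4 at 0, 2, 4 and 16 h of reoxygenation (red circles) and in normoxic controls (blue squares), where each point is 1 pool, bars are the mean and SD of 3 pools and each panel has its own axis. Kif4 lies above its controls in all hypoxic pools at each time point, and the Rbm3 probe set lies below its controls in all pools at 0 h.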

The most significantly upregulated gene (>118-fold) was found to be *Obox6*, a homeobox-containing, putative transcriptional activator of unknown function mainly expressed in oocytes [25]. 

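Obox6, a homeobox gene known from oocytes, had the largest log2 change of all genes that rose. Its log2 signal was 10.31 ± 0.23 (SD, n = 3 pools) immediately after hypoxia and 5.95 ± 0.10 (SD, n = 3 pools) in normoxic retinas. This is a log2 change of 4.36 (standard error 0.24, adjusted p = 1.12e-10 from limma), and it was higher in 3 of 3 hypoxic pools. The normoxic mean lies below the signal threshold of the filter, a log2 signal of 6.69, so no exact fold is given. At 2 h Obox6 was still higher, by 2.87 (adjusted p = 1.51e-07), and at 4 h by 1.33 (adjusted p = 0.0055). The effect at 0 h exceeded that at 2 h by 1.49 (adjusted p = 0.00843), that at 4 h by 3.02 (adjusted p = 5.59e-06) and that at 16 h by 4.38 (adjusted p = 1.46e-07). Without hypoxia 4 h replicate 1, the change of Obox6 at 4 h was 1.16 and the signal fell below the level needed for the test.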

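The largest fall among the probe sets tested at 0 h was that of a probe set that Table 1 names Rbm3, after a cold-inducible RNA binding protein. The array annotation used here gives this probe set a pair of genes, Rbm3 and its pseudogene. Its log2 signal was 4.70 ± 0.43 (SD, n = 3 pools) after hypoxia and 7.14 ± 0.57 (SD, n = 3 pools) in the controls, a log2 change of -2.44 (standard error 0.26, adjusted p = 4.48e-07 from limma), and it was lower in 3 of 3 pools. The hypoxic mean lies below the signal threshold of 6.69, so no exact fold is given. At 2 h the change was -0.38 (adjusted p = 0.348). The effect at 0 h differed from that at 2 h by -2.06 (adjusted p = 0.00122), from that at 4 h by -2.24 (adjusted p = 0.000263) and from that at 16 h by -2.94 (adjusted p = 1.32e-05).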

The gene with the strongest downregulation was the cold-inducible RNA binding motif protein 3 (*Rbm3*) with a 19-fold reduced expression immediately after hypoxia (Table 1).

**Table 1:** Top 50 differentially regulated genes immediately after hypoxic preconditioning

**Affymetrix ID**	**Gene Symbol**	**Gene Name**	**FC**	**pVal**
UPREGULATED				

1440257_at	Obox6	oocyte specific homeobox 6	118.4	2.48E-07
1433837_at	8430408G22Rik	RIKEN cDNA 8430408G22 gene	35.6	6.94E-05
1424638_at	Cdkn1a	cyclin-dependent kinase inhibitor 1A (p21)	30.5	3.00E-05
1454409_at	4833408G04Rik	RIKEN cDNA 4833408G04 gene	24.0	2.07E-06
1418190_at	Pon1	paraoxonase 1	22.5	1.98E-05
1422832_at	Rgr	retinal G protein coupled receptor	22.1	6.20E-05
1454608_x_at	Ttr	transthyretin	20.1	2.67E-04
1455913_x_at	Ttr	transthyretin	20.0	3.11E-04
1458610_at	-	---	17.4	1.95E-04
1416434_at	Bcl2l10	Bcl2-like 10	17.0	2.70E-05
1444487_at	Lrat	lecithin-retinol acyltransferase	16.2	6.54E-06
1441228_at	Apold1	apolipoprotein L domain containing 1	11.7	7.21E-05
1438815_at	Hist2h2aa2	histone 2, H2aa2	10.7	1.01E-04
1416077_at	Adm	adrenomedullin	10.6	2.48E-04
1430197_a_at	Pitpnm2	phosphatidylinositol transfer protein, membrane-associated 2	10.3	5.36E-05
1428942_at	Mt2	metallothionein 2	9.7	5.12E-06
1418808_at	Rdh5	retinol dehydrogenase 5	9.7	9.82E-05
1427221_at	MGI:2143217	X transporter protein 3 similar 1 gene	9.3	1.29E-04
1430817_at	Samd7	sterile alpha motif domain containing 7	8.6	2.66E-04
1447494_at	D7Bwg0826e	DNA segment, Chr 7, Brigham & Women's Genetics 0826 expressed	7.2	5.77E-06
1428352_at	Arrdc2	arrestin domain containing 2	7.1	6.05E-05
1446587_at	-	Transcribed locus	6.9	2.32E-04
1424838_at	A330049M08Ri	RIKEN cDNA A330049M08 gene	6.8	1.21E-04
1426117_a_at	Slc19a2	solute carrier family 19 (thiamine transporter), member 2	6.8	1.80E-04
1430357_at	H3f3b	H3 histone, family 3B	6.3	5.84E-05
1422557_s_at	Mt1	metallothionein 1	6.3	5.42E-06
1454991_at	Slc7a1	solute carrier family 7 (cationic amino acid transporter, y+ system), member 1	6.1	1.39E-04
1429348_at	Sema3c	semaphorin 3C	5.9	3.55E-04
1442366_at	6820408C15Ri	RIKEN cDNA 6820408C15 gene (6820408C15Rik), mRNA	5.6	6.15E-05
1441673_at	C80120	expressed sequence C80120	5.3	1.39E-04

DOWNREGULATED				

1429169_at	Rbm3	RNA binding motif protein 3	19.41	2.54E-04
1435692_at	LOC622320	similar to retinoic acid, EGF, and NGF upregulated	7.02	3.79E-05
1447363_s_at	Bub1b	budding uninhibited by benzimidazoles 1 homolog, beta (S. cerevisiae)	6.36	8.09E-06
1416961_at	Bub1b	budding uninhibited by benzimidazoles 1 homolog, beta (S. cerevisiae)	5.41	1.20E-06
1444172_at	-	Transcribed locus	4.72	2.64E-04
1435158_at	Rbm12b	RNA binding motif protein 12B	4.40	6.09E-05
1425083_at	Otor	otoraplin	4.03	2.21E-04
1445709_at	Mdm1	transformed mouse 3T3 cell double minute 1	3.97	1.64E-04
1450953_at	Wdr39A	WD repeat domain 39	3.70	1.93E-04
1456723_at	Prr14	Proline rich 14	3.49	2.35E-05
1456834_at	Ibrdc2	IBR domain containing 2 (Ibrdc2), mRNA	3.45	1.76E-04
1442051_at	His2h3cl	histone 2, H3c1	3.39	2.63E-04
1437647_at	Dido1	death inducer-obliterator 1	3.38	6.54E-05
1421379_at	Zfp354b	zinc finger protein 354B	3.28	3.41E-04
1424852_at	Mef2c	myocyte enhancer factor 2C	3.22	1.40E-04
1429655_at	Nudcd1	Nudcd1 NudC domain containing 1 3.19 3.84E-04	3.19	3.84E-04
1442249_at	-	Transcribed locus	3.11	1.03E-04
1416920_at	Rbm4	RNA binding motif protein 4	3.11	1.44E-04
1460107_at	1700129I04Rik	RIKEN cDNA 1700129I04 gene	3.11	1.74E-04
1453010_at	Iws1	IWS1 homolog (S. cerevisiae)	2.98	2.80E-04

FC: fold change; pVal: p-value

Most interestingly, expression of several genes with a potential capacity to protect photoreceptors against light-induced cell death was upregulated (Table 1). To this group belong *p21 *and *Bcl2l10*. In addition, genes belonging to oxidative stress response pathways or lipid metabolism like metallothioneins (*Mt1 *and *Mt2*), transthyretin (*Ttr*) and paraoxonase1 (*Pon1*) were induced as was the expression of adrenomedullin (*Adm*) which was previously shown to respond to hypoxic conditions [26] and to have neuroprotective properties [27].

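Cdkn1a, which encodes the cell cycle inhibitor p21, and Bcl2l10, an anti-apoptotic member of the Bcl2 family, both rose immediately after hypoxia. The log2 signal of Cdkn1a was 9.44 ± 0.33 (SD, n = 3 pools) after hypoxia and 6.15 ± 0.31 (SD, n = 3 pools) in the controls, a log2 change of 3.29 (standard error 0.24, adjusted p = 4.53e-09 from limma). Bcl2l10 was at 7.94 ± 0.13 (SD, n = 3 pools) against 5.14 ± 0.06 (SD, n = 3 pools), a log2 change of 2.80 (standard error 0.19, adjusted p = 2.3e-09). Both normoxic means lie below the signal threshold of 6.69, so no exact fold is given. Both were higher in 3 of 3 pools. Of 10 measured genes of the Bcl2 family 3 rose, namely Bcl2l10, Bnip3 with 1.20 and Bcl2l11 with 0.69, and 2 fell, namely Bcl2 with -0.51 and Bad with -0.32 (4 rose and 2 fell when adjusted over the list alone). Bcl2l11, Bnip3 and Bad are known to promote cell death and Bcl2 to prevent it. The family as a whole did not pass the test of gene lists (median log2 change 0.18, camera adjusted p = 0.0571). Of 11 target genes of p53 4 rose, among them the stress response genes Sesn1 with 0.83 and Sesn2 with 0.56, and 2 fell, namely Ccng1 with -0.33 and Trp53inp1 with -0.30 (4 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.102). The effect of Bcl2l10 at 0 h exceeded that at 2 h by 2.18 (adjusted p = 3.15e-05).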

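The metallothionein genes Mt1 and Mt2 and the genes Ttr, Pon1 and Adm were all higher immediately after hypoxia, in 3 of 3 pools each. Mt2 was at a log2 signal of 12.55 ± 0.13 (SD, n = 3 pools) against 9.81 ± 0.09 (SD, n = 3 pools) in the controls, a log2 change of 2.75 (standard error 0.29, adjusted p = 3.7e-07 from limma), or 6.70-fold. For Mt1 the log2 change was 2.21 (standard error 0.18, adjusted p = 1.46e-08), or 4.63-fold. Ttr, which encodes a carrier of thyroxine and retinol, was at 12.19 ± 0.12 (SD, n = 3 pools) against 8.44 ± 0.53 (SD, n = 3 pools), a log2 change of 3.75 (standard error 0.51, adjusted p = 8.45e-06), or 13.4-fold. Pon1, a paraoxonase gene, was at 8.05 ± 0.43 (SD, n = 3 pools) against 5.14 ± 0.12 (SD, n = 3 pools), a log2 change of 2.91 (standard error 0.32, adjusted p = 7.47e-07), with the normoxic mean below the signal threshold of 6.69. The probe set of Adm in Table 1 stayed below the signal needed for the test, at 6.57 ± 0.19 (SD, n = 3 pools) against 4.32 ± 0.33 (SD, n = 3 pools), a log2 change of 2.25 (standard error 0.16, adjusted p = 8.12e-09 from limma without the filter). A further probe set of Adm, the gene of adrenomedullin, was tested and rose by 1.79 on the log2 scale (standard error 0.17, adjusted p = 6.68e-08), again with a normoxic mean below the threshold. Of 19 measured metallothioneins and antioxidant enzymes 4 rose, among them Mt1, Mt2 and Pon1, and 1 fell, the glutathione peroxidase gene Gpx4 with -0.21 (4 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.204). Of 13 marker genes of the retinal pigment epithelium, Ttr among them, 10 rose in the same pools and 3 did not pass the test, with a mean log2 change of 1.69 over the list (camera adjusted p = 7.99e-05, and adjusted p = 0.399 with an estimated correlation). Within groups Pon1 varied together with these markers (Pearson r = 0.806, permutation adjusted p = 0.0029), though it reached the signal threshold in 1 of 8 groups. Cells of the retinal pigment epithelium may therefore be a source of the rise of Pon1.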

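Mef2c, which encodes a transcription factor of neurons and muscle, was lower immediately after hypoxia in 3 of 3 pools. The log2 signal of the probe set in Table 1 was 8.72 ± 0.06 (SD, n = 3 pools) against 10.05 ± 0.12 (SD, n = 3 pools) in normoxic retinas, a log2 change of -1.33 (standard error 0.10, adjusted p = 3.94e-09 from limma), or 2.52-fold lower. Its 4 other probe sets were lower as well, with log2 changes from -0.63 to -0.39. At 2 h the change of the listed probe set was -0.63 (adjusted p = 0.00027), and the effect at 0 h differed from it by -0.70 (adjusted p = 0.00258).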

Some pro-apoptotic genes were downregulated after hypoxic preconditioning (Table 1) like *Mef2c*, a transcription factor involved in neuronal loss in Parkinson's disease [28] and in the regulation of apoptosis in macrophages [29]. The genes belonging to the Rbm family of genes are also of high interest since some members of this family are known to have an impact on apoptosis regulation [30].

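Genes of the Rbm family, which encode proteins with an RNA binding motif, moved in both directions immediately after hypoxia. Of 33 measured genes 8 rose, 8 fell and 17 did not pass the test (8 rose and 9 fell when adjusted over the list alone). These counts and the test of the list do not include the probe sets that Table 1 names Rbm3, Rbm4 and Rbm12b (Rbm12b1 here). All of these had lower means after hypoxia, and that of Rbm3 changed by -2.44 (adjusted p = 4.48e-07 from limma). The balance of rises and falls therefore holds only for the genes counted. The family as a whole did not pass the test of gene lists (median log2 change 0.04, camera adjusted p = 0.877). With 1 probe set per gene, the largest changes of the listed genes were those of Rbmx, a splicing factor gene, with -0.88, Rbm34 with 0.86, Rbm20 with 0.62 and Rbm12 with -0.61. A further probe set of Rbmx, with the hypoxic mean below the signal threshold, changed by -1.54 (standard error 0.25, adjusted p = 6.39e-05), and its signal fell below the level needed for the test without normoxia 0 h replicate 2 (-1.38) and without normoxia 0 h replicate 3 (-1.32). The probe set that Table 1 names Rbm4, to which the annotation used here gives a pair of genes, changed by -1.32 (standard error 0.09, adjusted p = 2.35e-09 from limma). Rbm12b1 had a log2 change of -1.72 and stayed below the signal needed for the test (adjusted p = 2.92e-06 without the filter). At 2 h 4 of 33 genes were higher and 0 lower (4 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.0964).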

### Verification of Affymetrix microarray data

The expression of a total of 32 genes identified by the microarrays was tested by realtime PCR. Differential expression in response to hypoxia was verified for 21 (66%) genes (Fig. 3 and additional file 3). Quality control analysis showed that the integrities of both retinal RNA and chip surfaces were high [QC analysis, see additional file 1] and are thus unlikely to be responsible for the somewhat low confirmation frequency.

**Figure 3:**
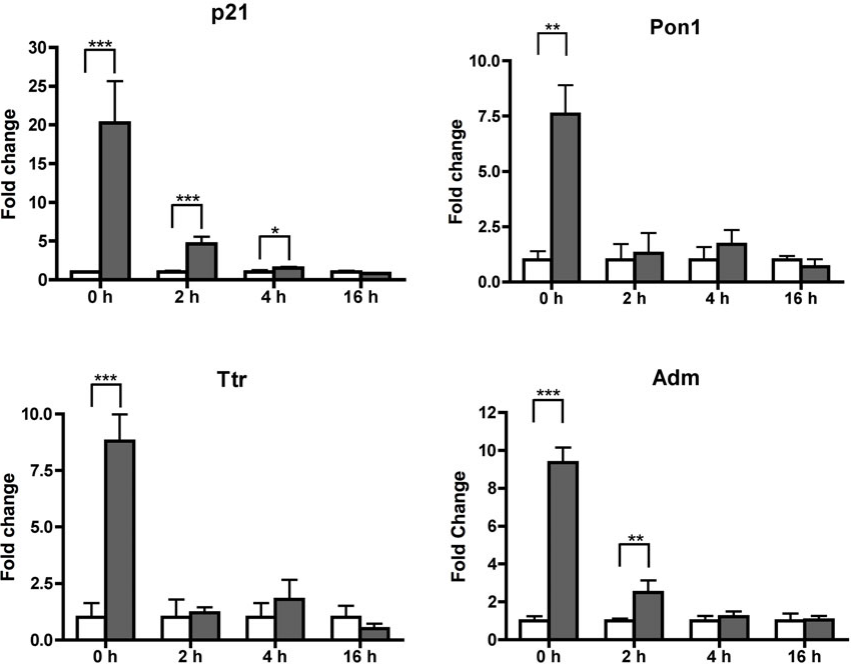
**Expression of candidate genes analyzed by real-time PCR**. Expression profile of *p21 *(*Cdkn1a*), *Pon1 *(paraoxonase 1) *Ttr *(transthyretin) and *Adm *(adrenomedullin) immediately after hypoxic exposure (0 h), or after a period of 2 h, 4 h or 16 h of reoxygenation as determined by real-time PCR. Fold-changes are expressed relative to normoxic controls of respective time points, which were set to one. n = 5 for each treatment and time point. White bars: samples of normoxic retinas, grey bars: samples of hypoxic preconditioned retinas; *** p ≥ 0.001, ** p ≥ 0.01, * p ≥ 0.05).

Since many of the genes which were not confirmed by real-time PCR to be differentially regulated had a low fold-change on the microarrays, we used only genes with a minimal fold change of 2 for the investigations of functionally related groups (see below). 

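The oxygen sensor gene Egln1 and the glucose transporter gene Slc2a1 rose both by real-time PCR and on the arrays, where Egln1 had a log2 change of 1.70 (standard error 0.12) and Slc2a1 one of 0.82 (standard error 0.07). Of 18 genes that additional file 3 marks as significant by PCR and that have a probe set here, 15 were tested and all 15 were changed in the direction of the PCR (limma, Benjamini-Hochberg). The paper picked the genes for PCR from its results on these same arrays. That choice made array calls likely whatever the PCR gave, so these counts are not independent evidence of agreement. Of 9 genes that additional file 3 marks as not significant by PCR all 9 were tested and changed on the arrays, 7 of them in the direction of the PCR mean. These include Hmgb2, which Table 3 marks as significant, and Dido1, which is counted by the PCR of its isoforms 1 and 3 and whose isoform 2 has a PCR mean above 1. Among the 9 are the histone gene H3f3b with a log2 change of 1.96 (standard error 0.18), the peptidase gene Metap2 with 1.26 (standard error 0.11), Dido1 with -1.16 (standard error 0.12) and Sos1, a gene of Ras signalling, with 0.58 (standard error 0.14). Metap2 and Sos1 were higher on the arrays, while the paper's PCR means of 0.81 and 0.88 are below 1. Further probe sets of the PCR-significant genes were all changed in the same direction, 18 of 18 tested. For the other genes 7 of 18 further probe sets were, and 1 was changed in the opposite direction.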

Figure 3 shows the real-time PCR data of 4 selected genes with potential neuroprotective properties (*p21*, *Pon1*, *Ttr*, *Adm*). 

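Cdkn1a, from a normoxic mean below the signal threshold, was still higher on the arrays 2 h after hypoxia. Ttr was not called changed at that time, and Pon1 and Adm did not reach the signal needed for the test. The log2 change of Cdkn1a was 1.35 (standard error 0.24, adjusted p = 0.000928 from limma) at 2 h and 0.49 at 4 h, where its signal no longer reached the level needed for the test. For Pon1 the change at 2 h was 0.55, untested for the same reason. Ttr had a log2 change of 1.12 (adjusted p = 0.138) at 2 h, of 1.01 (adjusted p = 0.346) at 4 h and of -0.88 (adjusted p = 0.799) at 16 h. The hypoxia effect at 0 h exceeded that at 2 h by 1.94 for Cdkn1a (adjusted p = 0.0011), by 2.36 for Pon1 (adjusted p = 0.00237) and by 2.63 for Ttr (adjusted p = 0.0246), by limma's test of the difference. Against 16 h these differences were 3.17 (adjusted p = 2.54e-06), 3.00 (adjusted p = 9.95e-05) and 4.63 (adjusted p = 0.000114). The Table 1 probe set of Adm was below the level needed for the test, with a log2 change of 0.35 at 2 h. Its hypoxic pools at 2 h (lowest 4.84) lay above its normoxic pools (highest 4.74), all below the signal threshold. By PCR, additional file 3 marks Adm and Cdkn1a as significantly raised at 2 h, and Pon1 and Ttr as not significant.

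**Figure D2:**
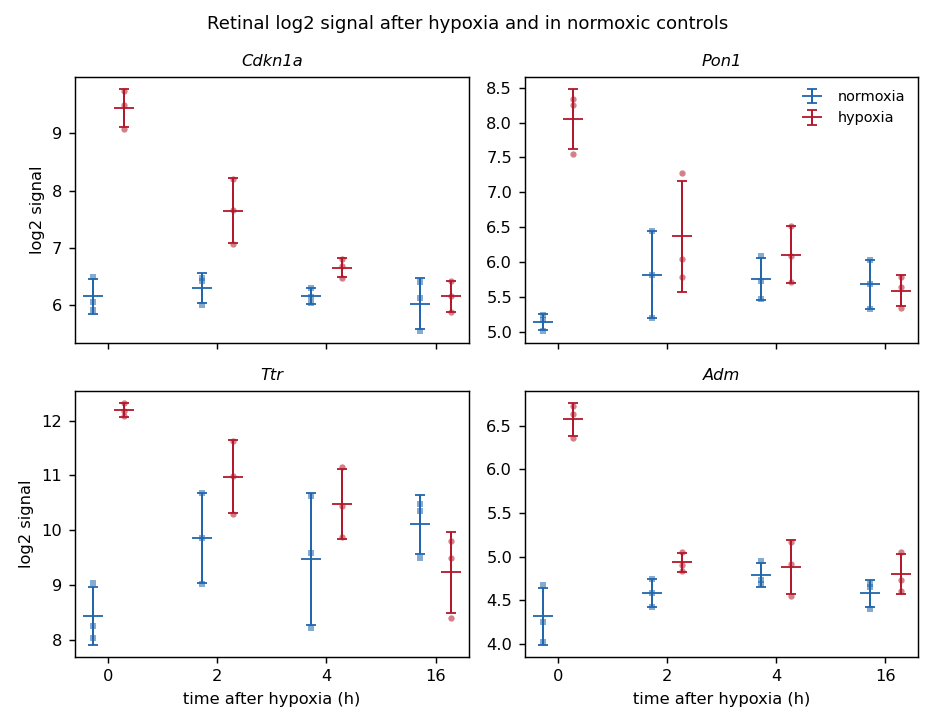
Log2 signal of Cdkn1a, Pon1, Ttr and Adm at 0, 2, 4 and 16 h of reoxygenation (red circles) and in normoxic controls (blue squares), where each point is 1 pool, bars are the mean and SD of 3 pools and each panel has its own axis. At 0 h all hypoxic pools lie above all normoxic pools for each gene.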

Consistent with the microarray results, these genes were strongly upregulated immediately after hypoxia and returned quickly to normal expression levels during reoxygenation.

### Biological functional groups and pathway analysis

The bioinformatics resource DAVID was used to study the impact of differentially expressed genes on known biological processes [31]. We obtained 39 functional groups for upregulated genes and 8 groups for downregulated genes immediately after hypoxia (H0). Significant functional groups included 'apoptosis', 'cell cycle' or 'negative regulation of transcription' (note that some genes appear in more than one group) were found in the list of upregulated genes (Table 2). 

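All measured genes of the functional groups in Table 2 moved in the listed direction at 0 h. Of the apoptosis group 8 of 8 rose, with Cdkn1a and Bcl2l10 ahead of Zbtb16 with a log2 change of 1.22, Gadd45g, a growth arrest gene, with 0.94, the kinase gene Camk1d with 0.89 and the neurotrophin receptor gene Ngfr with 0.59. Of the cell cycle group 5 of 5 rose, among them Tlk2, a chromatin assembly kinase, with 1.38 from a normoxic mean below the signal threshold and the replication licensing gene Cdt1 with 1.35. Of the group of negative regulators of transcription 5 of 5 rose, among them Nfx1 with 1.22, Id1 with 1.21 and Mxi1 with 0.88. Of the downregulated regulators of transcription 8 of 8 fell, among them Ciao1 with -1.43, Snapc3 with -1.12, Med20 with -1.09 and Rps6ka5 with -0.93. The counts were 8, 5, 5 and 8 also when adjusted over the list alone. Nusap1 of the cell cycle group stayed below the signal needed for the test, with a log2 change of 1.19. The camera adjusted p was 7.08e-09 for apoptosis, 4.97e-06 for cell cycle, 8.48e-05 for negative regulation and 3.11e-08 for the downregulated group, and with an estimated correlation it was 0.0187, 0.0198, 0.0146 and 0.0146. The paper chose these genes from these arrays, so neither the counts nor these p-values are independent evidence of the direction.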

Lists of all functional related groups can be found in additional file 4. Gene signalling networks affected by hypoxic preconditioning were identified using Ingenuity Pathway analysis and the complete lists of regulated genes (Fig 4 and see additional file 5). The centre of the strongest affected pathway was occupied by *p21*, one of the most strongly upregulated genes by hypoxia (Fig. 4). All genes belonging to this pathway were differentially regulated. 

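Most genes of the p21 network in Table 3 were higher immediately after hypoxia. Of 13 measured genes 9 rose, 2 fell and 2 did not pass the test (9 rose and 2 fell when adjusted over the list alone). Besides Cdkn1a the largest rises of the list included Hmgb2, a chromatin protein gene, with a log2 change of 1.74 (standard error 0.18, adjusted p = 3.45e-07 from limma), and Timp3, an inhibitor of matrix metalloproteinases, with 1.32 (standard error 0.15, adjusted p = 1.02e-06). The fatty acid binding protein gene Fabp4, with a normoxic mean below the signal threshold, rose by 1.05 (adjusted p = 0.000152) and Hes6, a gene of neuronal differentiation, by 0.73 (adjusted p = 3.62e-07). Thra, a thyroid hormone receptor gene, fell by 0.42 (adjusted p = 0.000936). Sos1, Rad23b and Rnf144b (Ibrdc2 in the paper) stand in the list by their probe sets of highest mean, of which that of Sos1 changed by -0.64 and those of Rad23b and Rnf144b did not pass, with -0.14 and -0.01. At the probe sets in the paper's own list for 0 h, of which that of Ibrdc2 carries no gene in the annotation used here, Sos1 changed by 0.58 (standard error 0.14), Rad23b by 1.02 (standard error 0.14) and Rnf144b by -1.24 (standard error 0.10), all called and in the direction the paper lists, with the normoxic means of Sos1 and Rad23b below the signal threshold. Sema3c with a log2 change of 1.82 and Egf with 0.93 stayed below the signal needed for the test (adjusted p = 8.67e-07 and 2.85e-05 without the filter). The list as a whole was higher (camera adjusted p = 0.000548, and adjusted p = 0.133 with an estimated correlation). The paper chose these genes too on these arrays, so neither the count nor this p-value is independent evidence. At 2 h 5 of 12 measured genes were higher and 0 lower (6 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.0576).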

70% of the genes were induced indicating that the pathway was activated rather than repressed. All genes of this pathway, which showed at least a two-fold differential regulation on the chip, were tested by real-time PCR. Ten of the 16 tested genes were confirmed to be regulated by hypoxia (Table 3). This suggested that the p21-pathway was indeed strongly affected by the hypoxic preconditioning protocol. Since it is known that p21 not only inhibits cell cycle but can also repress apoptosis [32], it was considered as a strong candidate for the involvement in neuroprotection by hypoxic preconditioning.

**Table 2:** Differentially regulated genes with possible impact on cell survival and neuroprotection; detected and functionally clustered by DAVID.

**Affymetrix ID**	**Gene Symbol**	**Gene Name**	**FC**
Up-regulated			
apoptosis (p ≥ 0.032)			
1424638_at	Cdkn1a	cyclin-dependent kinase inhibitor 1a (p21)	30.5
1416434_at	Bcl2l10	Bcl2-like 10	17.0
1442025_a_at	Zbtb16	zinc finger and btb domain containing 16	3.6
1454109_a_at	Ptdsr	phosphatidylserine receptor	2.4
1420909_at, 1451959_a_at	Vegfa	vascular endothelial growth factor a	2.3
1453851_a_at	Gadd45g	growth arrest and dna-damage-inducible 45 gamma	2.3
1452050_at	Camk1d	calcium/calmodulin-dependent protein kinase id	2.1
1454903_at	Ngfr	nerve growth factor receptor (TNFR superfamily, member 16)	2.0
cell cycle (p ≥ 0.013)			
1424638_at	Cdkn1a	cyclin-dependent kinase inhibitor 1A (P21)	30.5
1416309_at	Nusap1	nucleolar and spindle associated protein 1	4.4
1454018_at	Tlk2	tousled-like kinase 2 (Arabidopsis)	4.3
1449007_at	Btg3	B-cell translocation gene 3	4.2
1424143_a_at, 1424144_at	Cdt1	retroviral integration site 2	3.4
1419024_at, 1455002_at	Ptp4a1	protein tyrosine phosphatase 4a1	2.7
1453851_a_at	Gadd45g	growth arrest and DNA-damage-inducible 45 gamma	2.3
1420909_at, 1451959_a_at	Vegfa	vascular endothelial growth factor A	2.3
1459978_x_at	-	gene model 877 (NCBI)	2.0
1435870_at	Sycp3	synaptonemal complex protein 3	2.0
negative regulation of transcription (p ≥ 0.031)			
1442025_a_at	Zbtb16	zinc finger and btb domain containing 16	3.6
1425809_at	Fabp4	Fatty acid binding protein 4, adipocyte (Fabp4), mRNA	3.5
1425895_a_at	Id1	inhibitor of DNA binding 1	3.1
1442397_at	Nfx1	nuclear transcription factor, X-box binding 1	2.7
1425732_a_at	Mxi1	Max interacting protein 1	2.1
Down-regulated			
regulation of transcription (p ≥ 0.09)			
1440343_at	Rps6ka5	ribosomal protein S6 kinase, polypeptide 5	0.42
1450034_at	Stat1	signal transducer and activator of transcription 1	0.47
1416826_a_at	Trfp	Trf (TATA binding protein-related factor)-proximal protein homolog (Drosophila)	0.41
1450953_at	Wdr39	WD repeat domain 39	0.27
1421379_at	Zfp354b	zinc finger protein 354B	0.31
1424852_at	Mef2c	myocyte enhancer factor 2C	0.31
1437647_at	Dido1	death inducer-obliterator 1	0.30
1443952_at	Thra	thyroid hormone receptor alpha	0.48
1428760_at	Snapc3	small nuclear RNA activating complex, polypeptide 3	0.40
1456723_at	Prr14	Proline rich 14	0.29

Analysis of the gene expression pattern was immediately after hypoxia; FC: fold change

**Table 3:** Real-Time PCR results of 16 genes belonging to the p21 pathway compared to the fold change (FC) detected by Affymetrix microarrays.

**Gene symbol**	**FC Affymetrix Chip**	**FC PCR**
Cdkn1a (p21)	30.5	20.3*
Sema3c	5.9	3.9*
Egf	4.7	2.8*
HMGB2	4.1	3.0*
Fabp4	3.5	5.3*
CEBPd	3.5	3.5*
Timp3	3.3	3.7*
ID1	3.1	1.8*
Rad23b	2.6	1.2
Vegf	2.3	2.0*
Stom	2.0	1.3
Hes6	1.9	1.6*
SOS1	1.9	0.9
Stat1	0.5	1.1
Thra	0.5	0.8
IBRDC2	0.3	0.9

Analysis of gene expression was immediately after hypoxia

FC: fold change. * p < 0.05

**Figure 4:**
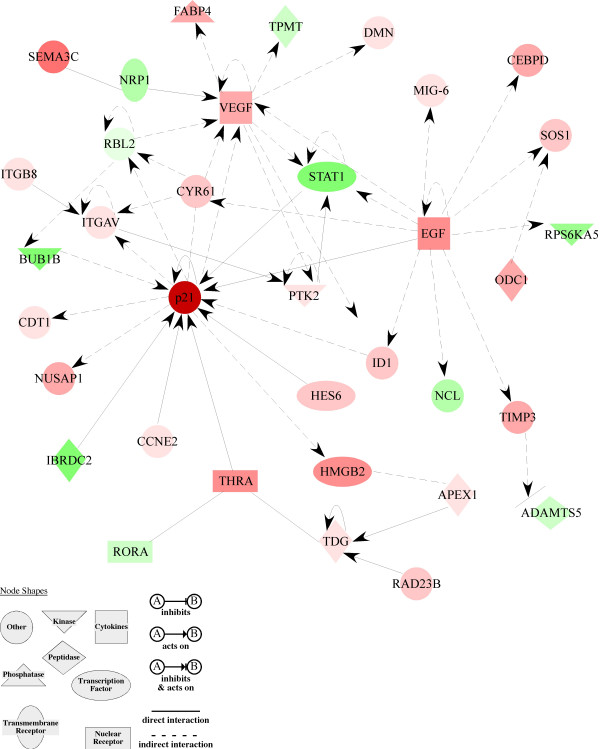
**The most prominently affected gene network discovered by Ingenuity Pathway Analysis**. Network was classified as: *Cellular growth & proliferation, DNA replication, recombination & repair*. Pathway contains pro survival genes like *Egf*, *Vegf *and *p21*, which occupy central positions in this network. Red: induction; green: repression; white: unaffected; colour intensity correlates with fold change.

### The influence of p21 on retinal neuroprotection in the model of light induced degeneration

The hypothesis that p21 is important for neuroprotection in the retina after hypoxic preconditioning was directly tested using p21 knockout animals. Both, normoxic and hypoxic preconditioned p21^-/- ^mice were exposed to high intensity visible light for 2 hours and retinal morphology was analyzed 10 days thereafter (Fig. 5). As expected, normoxic control p21^-/- ^mice showed strong damage after light exposure with the loss of all photoreceptors in the central retina. If p21 was involved in neuroprotection after hypoxic exposure, preconditioned p21^-/- ^mice should show an increased susceptibility to light damage as compared to wild type mice. However, photoreceptors of the p21 knockout mice were completely protected after preconditioning (Fig. 5). The quantification of cell death by biochemical assays (data not shown) supported our conclusion that p21 does not contribute significantly to the neuroprotective effect observed after hypoxic preconditioning. Furthermore, most genes identified by Ingenuity Pathway analysis as being part of the p21 signalling network were similarly regulated in the presence or absence of functional p21. The only exception was Semaphorin 3c (*Sema3c*), which showed no hypoxic upregulation in the absence of p21 (data not shown).

**Figure 5:**
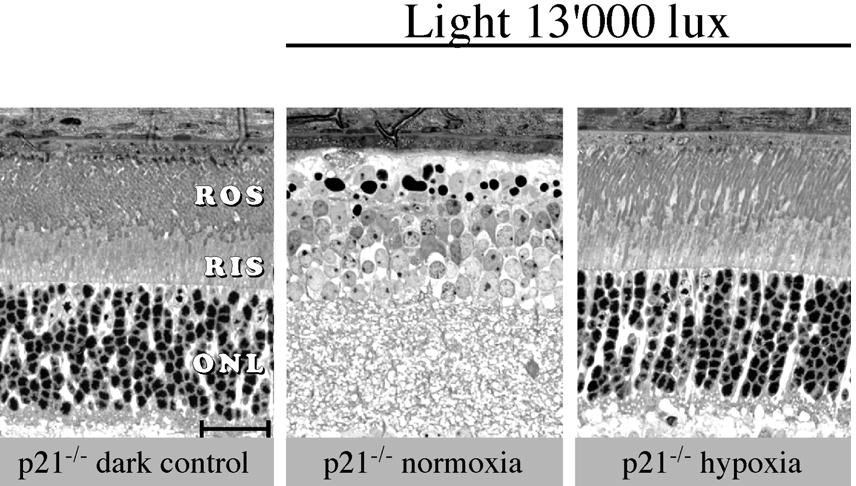
**Role of p21 in hypoxic preconditioning**. Hypoxic preconditioned (hypoxia) or normoxic (normoxia) p21^-/- ^mice were exposed to 13'000 lux of white light for 2 hours and retinal morphology was analyzed 10 days thereafter. Dark-adapted knockout mice served as controls (dark control). Hypoxic preconditioning almost completely protected the retina of p21^-/- ^mice leading to a retinal morphology indistinguishable from controls. Exposure of normoxic mice led to a complete degeneration of photoreceptors in the central retina. Shown are representative samples of control and light exposed mice. n = 2 (controls); n = 4 (light exposed mice). Abbreviations as in Fig. 1. Scale bar: 25 μm.

## Discussion

Hypoxic preconditioning is strongly neuroprotective and prevents photoreceptor apoptosis after exposure to high levels of visible light [9]. The transcription factors HIF-1 and Stat3 are activated. This suggests differential regulation of the expression of various target genes which was confirmed by the detection of 431 differentially regulated genes immediately after hypoxia. 

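Target genes of HIF-1 rose together immediately after hypoxia. Of 21 measured 19 rose, 0 fell and 2 did not pass the test (21 rose and 0 fell when adjusted over the list alone), with a median log2 change of 0.93 (camera adjusted p = 1.7e-15, and adjusted p = 0.0146 with an estimated correlation). Besides the oxygen sensor gene Egln1 the largest rises of the list were those of Ak4 with 1.40 (standard error 0.20, adjusted p = 1.95e-05 from limma), the disulfide oxidase gene Ero1a with 1.32 (standard error 0.11, adjusted p = 2.05e-08) and the collagen prolyl hydroxylase gene P4ha2 with 1.22 (standard error 0.11, adjusted p = 4.86e-08). Of 21 genes of glycolysis and glucose uptake 11 rose and 0 fell (11 rose and 0 fell when adjusted over the list alone), among them the lactate transporter gene Slc16a3 with 1.91, Pfkfb3 with 1.19 and the hexokinase gene Hk2 with 0.97. The list as a whole was higher (camera adjusted p = 9.11e-06, and adjusted p = 0.375 with an estimated correlation). Of 15 genes known to be induced by glucocorticoids 13 rose and 0 fell (14 rose and 0 fell when adjusted over the list alone), with a median log2 change of 0.99 (camera adjusted p = 1.27e-09, and adjusted p = 0.0198 with an estimated correlation). Of 7 measured genes of reactive glia and the Lif-Stat3 pathway 5 rose and 0 fell (5 rose and 0 fell when adjusted over the list alone), among them Lcn2 with 1.97 from a normoxic mean below the signal threshold and the transcription factor gene Stat3 with 0.68 (standard error 0.15, adjusted p = 0.0018). This list had a camera adjusted p = 0.0231, and adjusted p = 0.499 with an estimated correlation, and the first value was 0.0678 without hypoxia 0 h replicate 1. The mRNA of Hif1a itself had a log2 change of -0.14 (standard error 0.09, adjusted p = 0.217).

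**Figure D3:**
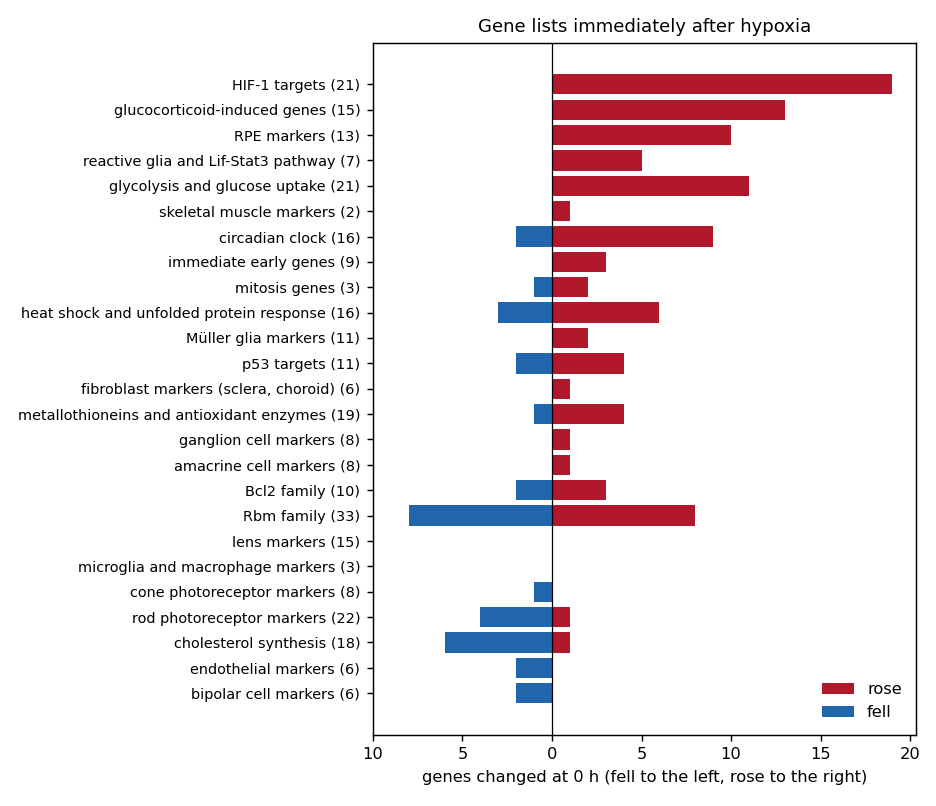
Number of genes that rose (red, to the right) or fell (blue, to the left) at 0 h in each gene list, by limma at an adjusted p under 0.05, with the number of measured genes in parentheses. HIF-1 targets have the largest count of risen genes, and neither they nor the glucocorticoid-induced genes include a gene that fell.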

More than 50% of these genes showed at least a 2-fold difference in the expression level as compared to normoxic retinas. 

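Most of the genes changed at 0 h changed by less than 2-fold. Of the changed probe sets 7.01% had a fold change above 2, against 1.75% at 2 h and 5.30% at 4 h. Of the 380 changed probe sets that are in the paper's list for 0 h, 126 (33.2%) had one. The replication licensing gene Cdt1 lies above this limit with a 2.56-fold rise, and the growth arrest gene Gadd45g with 1.92-fold and the kinase gene Camk1d with 1.86-fold lie just below it. The median size of the log2 change was 0.73 over the probe sets in the paper's list for 0 h. Outside that list 5711 probe sets were changed by limma, 301 of them by over 2-fold.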

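Rgr and Lrat, which act in the visual cycle of the retinal pigment epithelium, were both higher in retinas taken immediately after hypoxia, in 3 of 3 pools. The log2 signal of Rgr was 10.10 ± 0.17 (SD, n = 3 pools) against 6.53 ± 0.27 (SD, n = 3 pools) in the controls, a log2 change of 3.57 (standard error 0.41, adjusted p = 1.14e-06 from limma), with the normoxic mean below the signal threshold of 6.69. At 2 h Rgr had a change of 1.08 (adjusted p = 0.0767), which was 1.41 (adjusted p = 0.039) without normoxia 2 h replicate 2 and 0.62 (adjusted p = 0.351) without normoxia 2 h replicate 1. The effect at 0 h exceeded that at 2 h by 2.49 (adjusted p = 0.00905). The probe set of Lrat stayed below the signal needed for the test, at 6.58 ± 0.15 (SD, n = 3 pools) against 4.47 ± 0.17 (SD, n = 3 pools). Its log2 change was 2.11 (standard error 0.20, adjusted p = 1.8e-07 from limma without the filter).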

Among those were also *Rgr *and *Lrat*, two genes highly expressed in the retinal pigment epithelium. Genes normally not or only barely expressed in the neuronal retina may easily reach a high-fold induction when the tissue is contaminated with neighbouring cells expressing the respective gene at high levels. Low levels of oxygen during hypoxic preconditioning may have altered the physical interaction properties between neuronal retina and retinal pigment epithelium (RPE) leading to an increased contamination rate of the retina by cells of the RPE during tissue isolation. Thus, fold inductions have to be interpreted cautiously.

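Marker genes of the retinal pigment epithelium (RPE) were higher in retinas taken immediately after hypoxia. Of 13 measured 10 rose, 0 fell and 3 did not pass the test (10 rose and 0 fell when adjusted over the list alone), with a median log2 change of 1.82. Besides Ttr and Rgr the largest rises were those of the isomerase gene Rpe65 with a log2 change of 3.48 (standard error 0.51, adjusted p = 2.38e-05 from limma), and of Dct, an enzyme of melanin synthesis, with 2.75 (standard error 0.44, adjusted p = 6.63e-05), both with normoxic means below the signal threshold. The list as a whole was higher (camera adjusted p = 7.99e-05, and adjusted p = 0.399 with an estimated correlation). At 2 h its median was 0.67, and limma called 0 of 12 genes changed, with 7 at an unadjusted p under 0.05 (camera adjusted p = 0.0382, and adjusted p = 0.586 with an estimated correlation). The first of these values was 0.201 without hypoxia 2 h replicate 2, 0.197 without normoxia 2 h replicate 1 and 0.0607 without normoxia 2 h replicate 3. Of 22 rod photoreceptor markers at 0 h 1 rose and 4 fell, among them Gngt1, a transducin subunit gene, with -0.60, Rcvrn with -0.49 and Pde6g with -0.32 (1 rose and 4 fell when adjusted over the list alone, camera adjusted p = 0.22). Of 8 cone markers 0 rose and 1 fell, the phosphodiesterase gene Pde6h with -0.31 (0 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.874). Lens markers had a median change of 1.61, and limma called 0 of 15 changed, with 12 at an unadjusted p under 0.05 (0 rose and 0 fell when adjusted over the list alone). The lens list as a whole was higher (camera adjusted p = 0.0139, and adjusted p = 0.677 with an estimated correlation), and the first of these values was 0.14 without hypoxia 0 h replicate 1 and 0.542 without normoxia 0 h replicate 2.

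**Figure D4:**
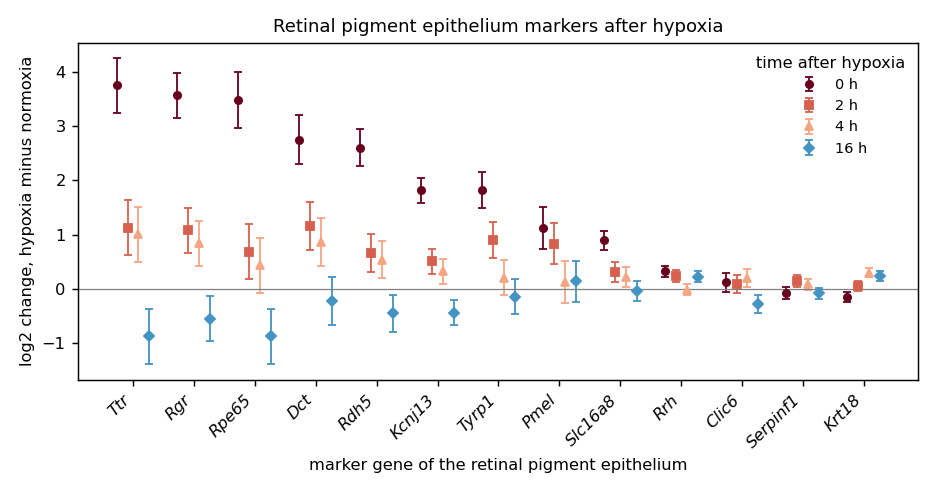
Log2 change (hypoxia minus normoxia) at 0, 2, 4 and 16 h of reoxygenation of the 13 marker genes of the retinal pigment epithelium measured at 0 h, where points are differences of the means of 3 pools each and bars are standard errors from limma. Ttr, Rgr and Rpe65 have the highest points at 0 h, and their points at the later time points lie lower.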

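At 2 h HIF-1 targets and glucocorticoid-induced genes each held members that were higher and members that were lower than in normoxic retinas. Of 18 HIF-1 targets measured at 2 h 5 were higher, among them the mitochondrial genes Bnip3 with a log2 change of 0.70 (adjusted p = 0.000182 from limma) and Higd1a with 0.62 (adjusted p = 0.000285). Another 3 were lower, among them Ankrd37 with -0.71 (adjusted p = 0.000281). Adjusted over the list alone 7 rose and 3 fell (camera adjusted p = 0.681). Of 15 glucocorticoid-induced genes 5 were higher at 2 h, among them the immunophilin gene Fkbp5 with 1.24 (adjusted p = 5.72e-07), and 2 lower (5 rose and 4 fell when adjusted over the list alone, camera adjusted p = 0.236). Rod photoreceptor markers were lower as a list at 2 h (camera adjusted p = 0.000548, and adjusted p = 0.405 with an estimated correlation), with 0 of 21 higher and 5 lower, among them Rcvrn with -0.60 and Pde6a with -0.43 (0 rose and 8 fell when adjusted over the list alone). The adjusted p of Pde6a was 0.0742 from the 6 arrays of the time point alone. At 4 h the lists of cone markers (camera adjusted p = 0.0056, and adjusted p = 0.226 with an estimated correlation), rod markers (camera adjusted p = 0.0328, and adjusted p = 0.52 with an estimated correlation) and amacrine cell markers (camera adjusted p = 0.0195, and adjusted p = 0.375 with an estimated correlation) were all lower by camera. The value of the rod list was 0.193 without hypoxia 4 h replicate 2 and 0.0653 without normoxia 4 h replicate 2, and that of the amacrine list 0.0562 without hypoxia 4 h replicate 2. Of 22 rod and 8 amacrine cell markers none was called changed (5 and 3 had an unadjusted p under 0.05). Adjusted over the list alone, 0 rod markers rose and 1 fell, and 0 amacrine cell markers rose and 2 fell. Of 8 cone markers 0 were higher and 2 lower, Pde6h with -0.44 and Gnat2 with -0.33 (0 rose and 3 fell when adjusted over the list alone). From the 6 arrays of the time point alone the adjusted p was 0.0819 for Pde6h and 0.124 for Gnat2. The call of Gnat2 was also lost without hypoxia 4 h replicate 1 (adjusted p = 0.101), hypoxia 4 h replicate 3 (adjusted p = 0.0832), normoxia 4 h replicate 1 (adjusted p = 0.0818) or normoxia 4 h replicate 3 (adjusted p = 0.0683). Of 16 heat shock and unfolded protein response genes 0 rose and 5 fell at 2 h (1 rose and 5 fell when adjusted over the list alone), with a median log2 change of -0.06. The list was lower at 2 h (camera adjusted p = 0.0263, and adjusted p = 0.451 with an estimated correlation), and the first of these values was 0.0746 without hypoxia 2 h replicate 2 and 0.0615 without normoxia 2 h replicate 2. At 4 h 0 of them rose and 1 fell (0 rose and 4 fell when adjusted over the list alone), with a median of -0.11, and the list was lower (camera adjusted p = 0.00432, and adjusted p = 0.4 with an estimated correlation). The gene that fell at 4 h, Xbp1 with -0.36, lost its call without each of the 6 arrays in turn (adjusted p 0.0672 to 0.102). The same genes had a median log2 change of 0.13 at 16 h, where limma called 0 of 16 changed and 2 had an unadjusted p under 0.05. As a list they were higher (camera adjusted p = 0.000912, and adjusted p = 0.361 with an estimated correlation).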

Reoxygenation caused the rapid return to a normal gene expression pattern. This is in line with a model of hypoxic preconditioning in brain where it was shown that differential gene regulation was low between 12 and 18 hours of reoxygenation [33]. In models of ischemic preconditioning (IPC), however, differential gene expression is observed immediately after the stimulus until up to 7 days after preconditioning [34-36]. This goes together with a long lasting neuroprotective effect of IPC observed in the retina [10] and in brain [37] suggesting that mechanisms of IPC may differ from those of acute hypoxic preconditioning. An extended neuroprotection by hypoxic preconditioning may be achieved by the repetitive exposure to low oxygen [12].

### Similarities of hypoxic preconditioning and IPC

Although mechanisms of hypoxic preconditioning and IPC may differ, few genes were found to be differentially regulated in both types of preconditioning protocol. Among those are metallothionein 2 (Mt2), C/ebpd (an apoptosis-related transcription factor) and p21 [35,38]. 

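Cebpd, a transcription factor gene of the acute phase response, and the metallothionein genes were higher both at 0 h and at 2 h. Cebpd was at a log2 signal of 9.01 ± 0.27 (SD, n = 3 pools) immediately after hypoxia and at 7.61 ± 0.27 (SD, n = 3 pools) in the controls, a log2 change of 1.40 (standard error 0.29, adjusted p = 0.000735 from limma), and it was higher in 3 of 3 pools. At 2 h Cebpd had a change of 1.13 (adjusted p = 0.0102), which was 1.00 without normoxia 2 h replicate 3 (adjusted p = 0.0523). Mt2 had a change of 2.26 at 2 h (adjusted p = 3.62e-05), and its effect at 0 h was not shown to differ from that at 2 h (difference 0.49, adjusted p = 0.554) and exceeded that at 4 h by 1.70 (adjusted p = 0.00625). At 4 h Mt2 had a change of 1.05 (adjusted p = 0.0711), which was 1.41 (adjusted p = 0.0174) without normoxia 4 h replicate 1 and 0.64 (adjusted p = 0.329) without normoxia 4 h replicate 3, and the adjusted p was 0.0203 with a replicate block over all time points. Mt1 had a change of 2.17 at 2 h (adjusted p = 1.41e-07) and of 1.66 at 4 h (adjusted p = 3.23e-05).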

The identification of these genes makes them strong candidates for playing a role in general retinal neuroprotection.

An involvement of p21 was directly tested using the respective knockout animal. As a HIF-1 target gene [39], p21 was not only very strongly regulated but was also at the center of a highly regulated gene network (Fig. 4). Although p21 can be pro-apoptotic [40] and can trigger non-apoptotic cell death [41], it is also known to have antiapoptotic properties [42]. However, the test of p21 knockout mice in the model of light induced degeneration revealed no significant impact of *p21 *on neuroprotection against light damage. Despite the lack of *p21*, all other genes of the p21 pathway (except for *Sema3c*) showed the same response to hypoxic preconditioning as in wild type mice. This raises the possibility that other genes of the p21 network might influence retinal neuroprotection. Specific candidates are *Timp3 *which has been reported to be a promoter of apoptosis through the inhibition of metalloproteinases [43] and *Egf *which has proven anti-apoptotic properties [44].

*Mt2*, as a gene also detected in both preconditioning schemes, may play an important role as a scavenger of free radicals [45]. It is interesting to note that metallothioneins are also induced after ischemic preconditioning of the rat spinal cord [34] and that they have been reported to be neuro- and cardioprotective, respectively, in various degenerative models [46,47]. In addition, metallothioneins have been shown to be induced in light-damaged retinas [48] and to protect retinas from oxidative stress caused by the glutamate analogue NMDA [49]. Further experiments are clearly needed to evaluate the impact of this protein in retinal neuroprotection.

The low similarity of the transcriptome after IPC and hypoxic preconditioning may be surprising but might be based on the different nature of the preconditioning protocols. Whereas IPC normally uses a very short (minutes) ischemic stimulus followed by reperfusion, our protocol of hypoxic preconditioning uses exposure to 6 hours of low oxygen concentrations followed by the immediate analysis. The different length of exposure to low oxygen and the interrupted supply of nutrients in one (IPC) but not the other protocol might essentially explain the differences in the gene expression patterns.

### Strong candidate genes for neuroprotection: *Adm*, *Pon1*

Adrenomedullin (*Adm*) is a multifunctional protein involved in angiogenesis, cancer promotion, host defence and neuroprotection [50]. Elevated levels of Adm were found in plasma of patients suffering from retinitis pigmentosa [51]. Previous reports identified *Adm *as a target gene of HIF-1α [52,53] linking it to a possible HIF – mediated protection mechanism.

Interestingly, some genes which so far were not described in the context of hypoxia, like paraoxonase 1 (*Pon1*), were also highly induced. Pon1 is a high-density lipoprotein (HDL) associated enzyme which plays a major role in the prevention of lipid peroxidation [54,55]. Since retinal degeneration involves oxidative stress and inhibition of lipid peroxidation protects against light damage [56]* Pon1 *may have an important role in retinal protection after hypoxic preconditioning. Recently, *Pon1 *levels were found to be reduced in serum of AMD patients whereas a marker for oxidative stress was elevated [57]. This may suggest that elevated levels of *Pon1 *in our model might reduce oxidative stress and prevent photoreceptor degeneration. Interestingly, C57Bl/6 mice which have a reduced sensitivity to light damage show a higher basal expression of *Pon1 *than light sensitive strains (data not shown). If the anti-oxidative enzyme Paraoxonase 1 was involved in the protection of the retina against oxidative damage, the different basal expression levels of *Pon1 *might contribute to the different light damage susceptibilities of various mouse strains.

### Additional genes with potential neuroprotective function

Bcl2-like 10 (*Bcl2l10*) is a anti-apoptotic member of the Bcl2 family [58] acting to suppress cell death by preventing cytochrome c release, casp-3 activation and mitochondrial membrane collapse [59]. However, retinal degeneration induced by acute light exposure may not depend on cytochrome c release or caspase activation [60]. Therefore, upregulation of Bcl2l10 might not be responsible for photoreceptor protection by hypoxic preconditioning.

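Both tested probe sets of Vegfa, the gene of a growth factor of blood vessels, were higher immediately after hypoxia, in 3 of 3 pools each. One had a log2 signal of 9.41 ± 0.11 (SD, n = 3 pools) against 8.16 ± 0.09 (SD, n = 3 pools), a log2 change of 1.25 (standard error 0.16, adjusted p = 3.1e-06 from limma), or 2.38-fold. The other had a change of 0.83 (standard error 0.12, adjusted p = 2.17e-05). For the first of them the effect at 0 h exceeded that at 2 h by 1.40 (adjusted p = 0.000366), that at 4 h by 1.41 (adjusted p = 0.000147) and that at 16 h by 1.05 (adjusted p = 0.0018).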

Induction of the HIF-1 target gene *Vegfa *is an attempt to increase tissue oxygen levels by improving blood circulation through the formation of new vessels [61]. In the retina Vegfa is also recognized as a pro-survival factor protecting retinal neurons against ischemic injury [62]. However, Vegfa is discussed to have also pro-apoptotic properties [63] and its potential role in the preconditioning scheme is unclear. 

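Jmjd6, the current symbol of Ptdsr, was higher immediately after hypoxia in 3 of 3 pools, with a log2 change of 1.04 (standard error 0.09, adjusted p = 2.92e-08 from limma), or 2.06-fold. At 2 h its change was -0.19 (adjusted p = 0.166), and the effect at 0 h exceeded that at 2 h by 1.23 (adjusted p = 6.74e-06).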

*Ptdsr *encodes a posphatidylserine receptor involved in the clearance of apoptotic cells [64] and it has been shown that lack of Ptdsr activity can increase tissue damage through the stimulation of apoptosis in cells neighbouring apoptotic cells [65]. *Ptdsr *is also involved in the elimination of apoptotic debris of dying photoreceptors by macrophage-mediated phagocytosis which is important for the maintenance of retinal tissue integrity [66].

Downregulated genes with a possible impact on cell death included *Mef2c *and genes of the Rbm family of protein. *Mef2c *triggers apoptosis in macrophages [29] and may be involved in dopaminergic neuron death in Parkinson's disease [28]. Because macrophages seem to play an important role in light induced apoptosis [67,68] a potential influence on neuroprotection may be possible but needs further investigation. This is also true for the identified members of the Rbm family. Although these proteins have been implicated in the modulation of apoptosis [30], and downregulation of *Rbm3 *has been specifically connected to the regulation of cell cycle progression [69] and the inhibition of apoptosis [70], their role is still controversial.

## Conclusion

Since hypoxia can either lead to adaptation and protection [71] or to apoptosis [72] it may not be surprising that we identified several genes which may rather be involved in promoting apoptosis than in its inhibition. Neuroprotection by hypoxic preconditioning may thus depend on a balance between numerous anti- and proapoptotic factors. The loss of individual proteins like p21 may not be sufficient to shift the balance towards apoptosis. Likewise, it might require several different antiapoptotic factors to fully protect the retina. Full neuroprotection may only be achieved by controlling the central regulators of the hypoxic response like the transcription factors HIF and/or STAT3.

## Methods

### Animals, hypoxic preconditioning and light damage

Animals were treated in accordance with the regulations of the Veterinary Authority of Zurich and with the statement of 'The Association for Research in Vision and Ophthalmology' for the use of animals in research. BALB/c mice were purchased from Harlan (The Netherlands) and p21^-/- ^mice on a mixed Bl/6;129S2 background were obtained from Jackson Laboratory (Bar Harbor, USA). All mice were homozygous for the light sensitive Rpe65_450Leu _variant [73]. Hypoxic preconditioning (6% O_2 _for 6 hours) was performed as described previously [9]. Reoxygenation was allowed in darkness for 4 h, 8 h, 12 h and 16 h in normal room air. After reoxygenation BALB/c mice were exposed to 5'000 lux of white fluorescent light for 1 h and analyzed at time points as indicated.

Pupils of p21^-/- ^animals (pigmented) were dilated in dim red light using 1% Cyclogyl (Alcon, Cham, Switzerland) and 5% Phenylephrine (Ciba Vision, Niederwangen, Switzerland) 45 minutes prior to illumination. Light dose (13'000 lux) and exposure duration (2 h) was adjusted according to the decreased light damage susceptibility of this mouse strain. After light exposure animals remained in darkness until analyzed or at the most for 36 h.

For morphology mice were sacrificed 36 h or 10 days after light exposure and eyes were enucleated and processed as previously described [74].

### RNA isolation and Affymetrix microarrays

Retinas were isolated immediately, 2 h, 4 h and 16 h after hypoxic preconditioning, frozen in liquid nitrogen and stored at -70°C. Normoxic controls were treated in parallel and collected at the same time points. For Affymetrix microarrays 3 retinas of 3 different mice were pooled. This procedure was repeated 3 times to generate independent biological triplicates. RNA was extracted using the RNeasy isolation kit (Qiagen, Hilden, Germany), including a DNase treatment to digest residual genomic DNA. RNA was processed according to standard procedures and hybridized to Affymetrix GeneChip^® ^Mouse Genome 430 2.0 microarrays. The 3 experimental replicates were hybridized independently resulting in three microarray replicates per condition. In total, 24 Affymetrix gene chips were hybridized with RNA from 72 retinas of 72 mice.

### Quality control (QC) and Affymetrix microarray analysis

To analyze the quality of the results after gene chip hybridization we employed RReporterGenerator [75] combining Affymetrix-style QC, RMA and residual QC. The complete report is available in additional file 1.

Affymetrix raw gene expression data were summarized and normalized using the GCRMA procedure [76]. The data were filtered in order to remove probe-sets with constant low-level expression. Probe-sets were removed which showed replicate means for a given time-point for both treatments below the threshold separating the two peaks of the bimodal distribution of signal-intensity values. This procedure was performed independently for each of the differential testing procedures. The filtered data-sets were subsequently subjected to t-tests with multiple testing correction and control of the false discovery rate (FDR) using OCplus package [77] available under Bioconductor [78]. By comparing the plotted number of differentially expressed genes at various FDR levels, corresponding threshold values for the maximum acceptable FDR were chosen with the aim of keeping homogenous groups with similar FDR together.

To group differentially regulated genes according to their biological function the Affymetrix IDs were imported into the Database for Annotation, Visualization and Integrated Discovery (DAVID) from the National Institute of Allergy and Infectious Diseases (NIAID), NIH [31,79] and into Ingenuity Pathway Analyses from Ingenuity Systems [80].

### Real-time PCR

cDNA was prepared from equal amounts of total retinal RNA, using oligo(dT) primers and M-MLV reverse transcriptase (Promega, Madison, WI, USA). 10 ng of cDNA was amplified in a LightCycler 480 instrument (Roche Diagnostics AG, Rotkreuz, Switzerland) using LightCycler 480 SYBR Green I Master Mix (Roche Diagnostics AG) and appropriate primer pairs [see additional file 6]. mRNA levels were normalized to β-actin and relative values were calculated using a respective calibrator.

### Western blotting

Retinas were homogenized in 0.1 M Tris/HCl (pH 8.0) by sonification at 4°C. The protein content was determined using a Bradford assay (Bio-Rad, Munich, Germany). Protein extracts were mixed with SDS sample buffer and incubated for 10 min at 90°C. Proteins were separated by SDS-PAGE and blotted onto a nitrocellulose membrane. After blocking with 5% non-fat dry milk (Bio-Rad, Munich, Germany) in TBST (Tris/HCl 10 mM, pH 8; 150 mM NaCl; 0.05% Tween-20) membranes were incubated with primary antibodies at 4°C over night. Primary antibodies used were: rabbit anti-HIF-1α (Novus Biologicals NB 100–479; 1:1000), rabbit anti-phospho-STAT3 (Cell Signalling; 1:500), rabbit anti-STAT3 (Cell Signalling 1:1000) and goat anti-β-actin (Santa Cruz; 1:1000). After incubation with horseradish peroxidase labelled secondary antibodies for 1 h at room temperature the protein bands were visualized by the application of a chemiluminescent substrate (PerkinElmer, Boston, USA) and exposure to a Super RX film (Fujifilm, Dielsdorf, Switzerland).

## Authors' contributions

MT, RF, MS and CG performed experiments. MT, WR and OP analyzed microarray data. Study was designed by MT, RF, AW and CG. Manuscript was written by MT and CG.

## Supplementary Material

Additional file 1 **Fig 1 QC Analyses**. Results of QC analyses using RReporterGenerator. File contains report of QC analyses performed by RReporterGenerator. Click here for file

Additional file 2 **Table 1, 2, 3 Gene Lists of differentially regulated genes**. Table 1 List of differentially regulated genes immediately after hypoxia (H0). Table 2 List of differentially regulated genes 2 h after hypoxia (H2). Table 3 List of differentially regulated genes 4 h after hypoxia (H4). File contains all genes found to be differentially regulated immediately after hypoxia (Table 5 H0), 2 h after hypoxia (Table 6, H2) and 4 h after hypoxia (Table 7, H4). Click here for file

Additional file 3 **Table 4 Real time PCR results**. Table 4 Real-Time PCR results of the expression of genes detected by Affymetrix microarrays as differentially regulated by hypoxic preconditioning. File contains all genes revealed by microarray analyses, which were tested by real time PCR. Click here for file

Additional file 4 **Table 5,6 List of genes functionally clustered by DAVID**. Table 5 Differentially up-regulated genes functionally clustered by DAVID. Table 6 Differentially down-regulated genes functionally clustered by DAVID. File contains functional clusters of genes found to be differentially regulated immediately after hypoxia (H0 data). Click here for file

Additional file 5 **Fig 2, 3 Hypoxic preconditioning gene networks discovered by Ingenuity Pathway analysis**. Fig 2 affected gene network discovered by Ingenuity Pathway Analysis and classified as: DNA replication, recombination, cell cycle and cancer. Fig. 3 affected gene network discovered by Ingenuity Pathway Analysis and classified as: Cell death, cellular development, hematological system development & function. File contains schemes of pathways, which are affected by hypoxic preconditioning. Some genes connected to cMyc (Fig. 7) and to TGF-b (Fig. 8) are differentially regulated. Click here for file

Additional file 6 **Table 7 Primer Sequences and product sizes**. Table 7 Primer pairs used for real time PCR. File contains sequences of Primers used for real time PCR and the expected/obtained product sizes in bp. Click here for file

# Supplementary material for: Analysis of the retinal gene expression profile after hypoxic preconditioning identifies candidate genes for neuroprotection
**Source:** BMC Genomics. 2008 Feb 8;9:73. doi: 10.1186/1471-2164-9-73
**Supplement:** Additional file 1 — Fig 1 QC Analyses. Results of QC analyses using RReporterGenerator. File contains report of QC analyses performed by RReporterGenerator.

# Affymetrix Batch QC using RReportGenerator and R

September 21, 2007

This document was generated by Analysis Type File *automAffyQC2.Rnw*, Version: 1.0.8  
a protocol for automated QC analysis for Affymetrix expression array data.  
Written by , LGBI, IGBMC (Strasbourg, France).

QC analysis of 24 cel-files of type Mouse430.2 found in :

```
[1] "/genomics/g6/CELS/retine/Gri_Hypox/all"
```

## page 3

The blots address original PM values, either as boxplot or as density estimate for the signal distribution (similar to packages *simpleaffy* and *affyQCReport*).

## page 4

This figure shows the QC plot from the *simpleaffy* package. Briefly, these plots show the 3' to 5' ratio for spiked-in and control genes (typically with triangles for b-Actin and squares for GAPDH). The dot with the vertical line (heading to 0) shows the scaling factor. Finally, the percentage of present calls and value of average background are shown in the left part of the image.

## page 5

This pair of graphs shows the RLE (top) and NUSE (bottom) plots from the *affyPLM* package. The RLE compares expression values on each array against median expression values, for a probeset across all arrays, and the NUSE plot shows the standard errors for each gene standardized across all arrays.

## page 6

This page shows false color images for the residuals (from the *affyPLM* package, with red intensities corresponding to positive residuals and blue to negative residuals).

## page 7

MA plots (from *affyPLM* package) of each array against a synthetic median array (constructed from probe-wise medians). The red line represents a lowess fit to the scatter plot and is helpful in indicating non-linear relationships.

## page 8

In the top part the RNA degradation plot shows the average intensity with respect to the sorted 5' to 3' position of the probes in the target-sequence. Depending on the type of microarray specific patterns can be observed (see also Bolstad and Gentleman et al). The lower figure shows a density estimate for the signal distribution of data resulting from RMA.

## page 9

Similarity between GCRMA summarized samples measured as Euclidean Distance.

Top: Distance matrix for all pairwise comparisons. Red cells indicate very similar samples.

Bottom: Dendrogram from Hierarchical Clustering with Bootstrap p-Values. Approximately Unbiased (AU) p values are shown in red, Bootstrap Probability (BP) in green. AU might be a better approximation to unbiased p-value than BP values (Suzuki et al).

The aim of this report is to provide information on multiple QC aspects for a set of Affymetrix arrays. The interpretation of QC parameters and QC plots should be done with care since this may lead to delicate decisions. For further information and details about the plots shown in this report please look at the references section.

The analysis was run on September 21, 2007, using R version 2.5.1 on a x86-64-unknown-linux-gnu system.

..total computing time : 417.6 min

## Overview of Arrays Used

| array index | sample names       |
|-------------|--------------------|
| 1 ...       | mz_251105_mz_H0_1  |
| 2 ...       | mz_251105_mz_H0_2  |
| 3 ...       | mz_251105_mz_H0_3  |
| 4 ...       | mz_251105_mz_H16_1 |
| 5 ...       | mz_251105_mz_H16_2 |
| 6 ...       | mz_251105_mz_H16_3 |
| 7 ...       | mz_251105_mz_H2_1  |
| 8 ...       | mz_251105_mz_H2_2  |
| 9 ...       | mz_251105_mz_H2_3  |
| 10 ...      | mz_251105_mz_H4_1  |
| 11 ...      | mz_251105_mz_H4_2  |
| 12 ...      | mz_251105_mz_H4_3  |
| 13 ...      | mz_251105_mz_N0_1  |
| 14 ...      | mz_251105_mz_N0_2  |
| 15 ...      | mz_251105_mz_N0_3  |
| 16 ...      | mz_251105_mz_N16_1 |
| 17 ...      | mz_251105_mz_N16_2 |
| 18 ...      | mz_251105_mz_N16_3 |
| 19 ...      | mz_251105_mz_N2_1  |
| 20 ...      | mz_251105_mz_N2_2  |
| 21 ...      | mz_251105_mz_N2_3  |
| 22 ...      | mz_251105_mz_N4_1  |
| 23 ...      | mz_251105_mz_N4_2  |
| 24 ...      | mz_251105_mz_N4_3  |
|             |                    |

## Boxplots for PM Values

data from: /genomics/g6/CELS/retine/Gri\_Hypox/all

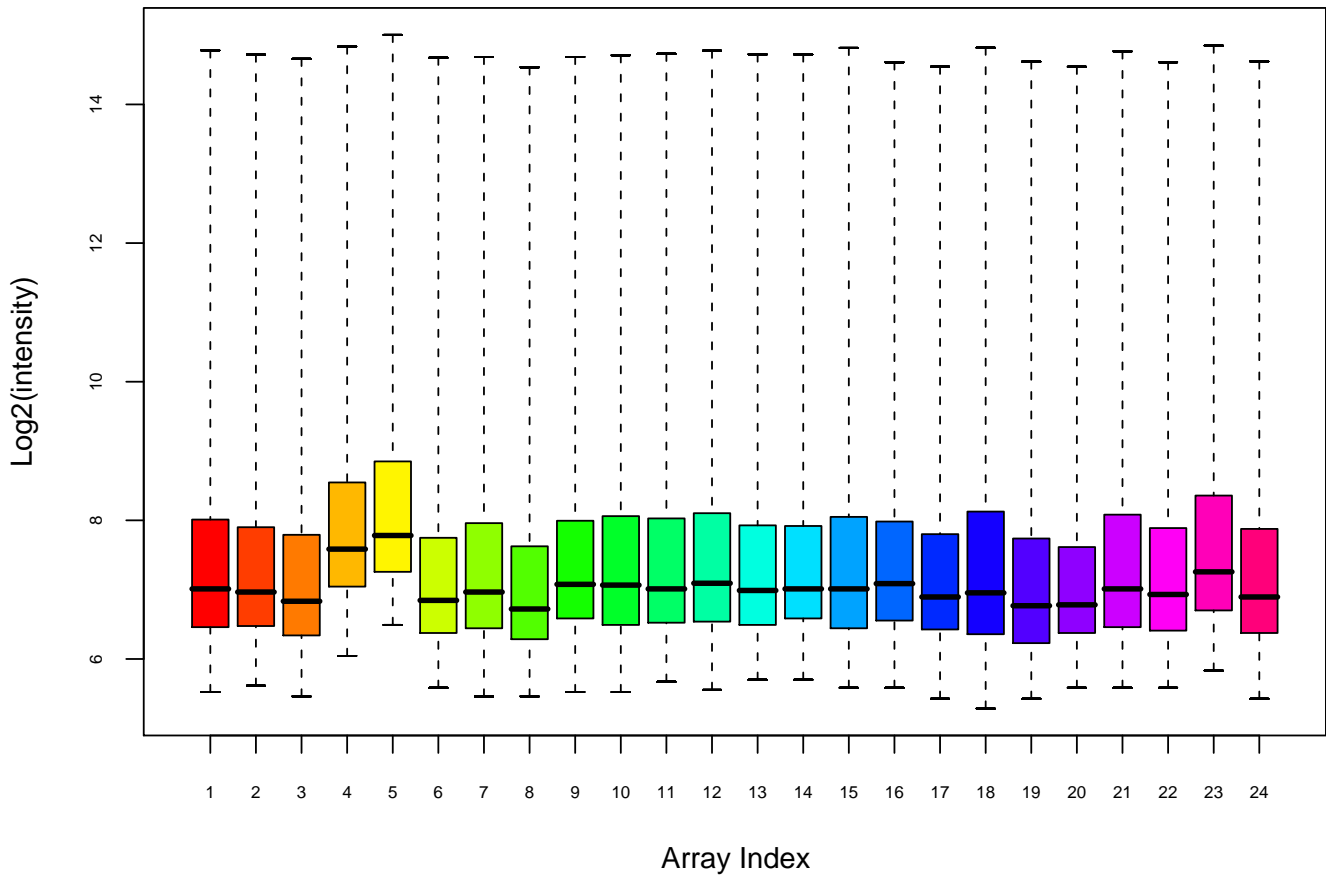

## Histogram for PM Values (kernel density estimate)

data from: /genomics/g6/CELS/retine/Gri\_Hypox/all

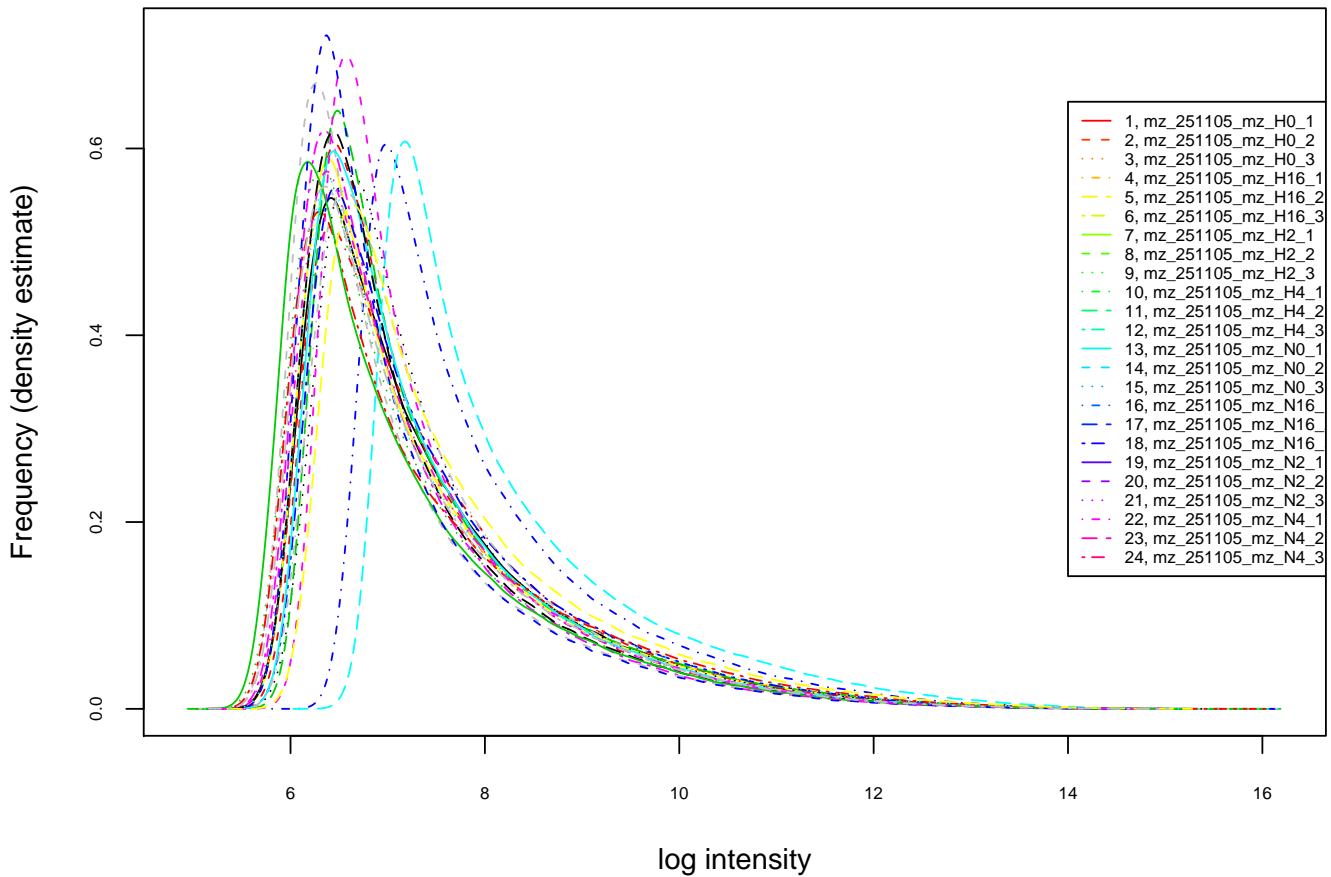

△ AFFX-b-ActinMur/M12481.1  
 ○ AFFX-GapdhMur/M32599.3

## QC Stats

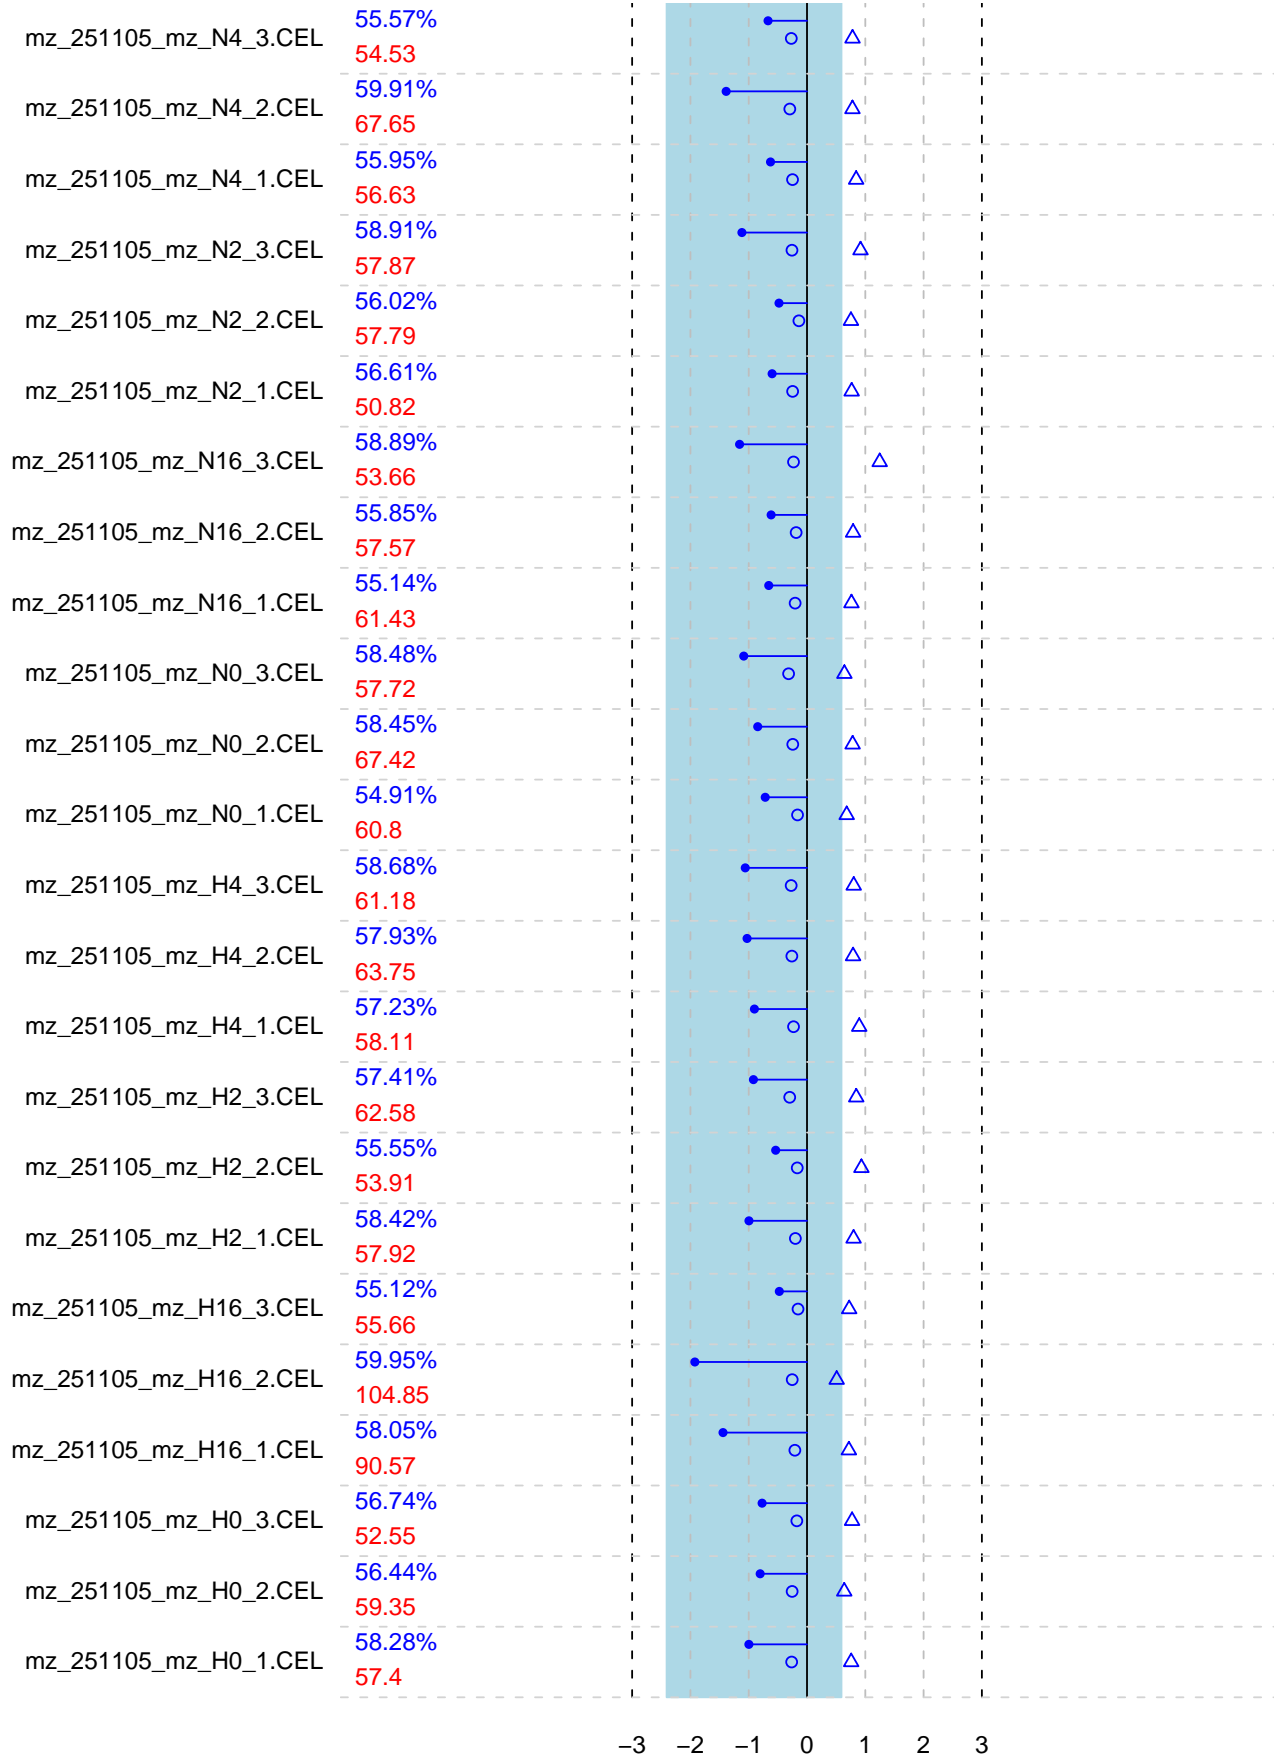

## Relative Log Expression (RLE) values

data from: /genomics/g6/CELs/retine/Gri\_Hypox/all

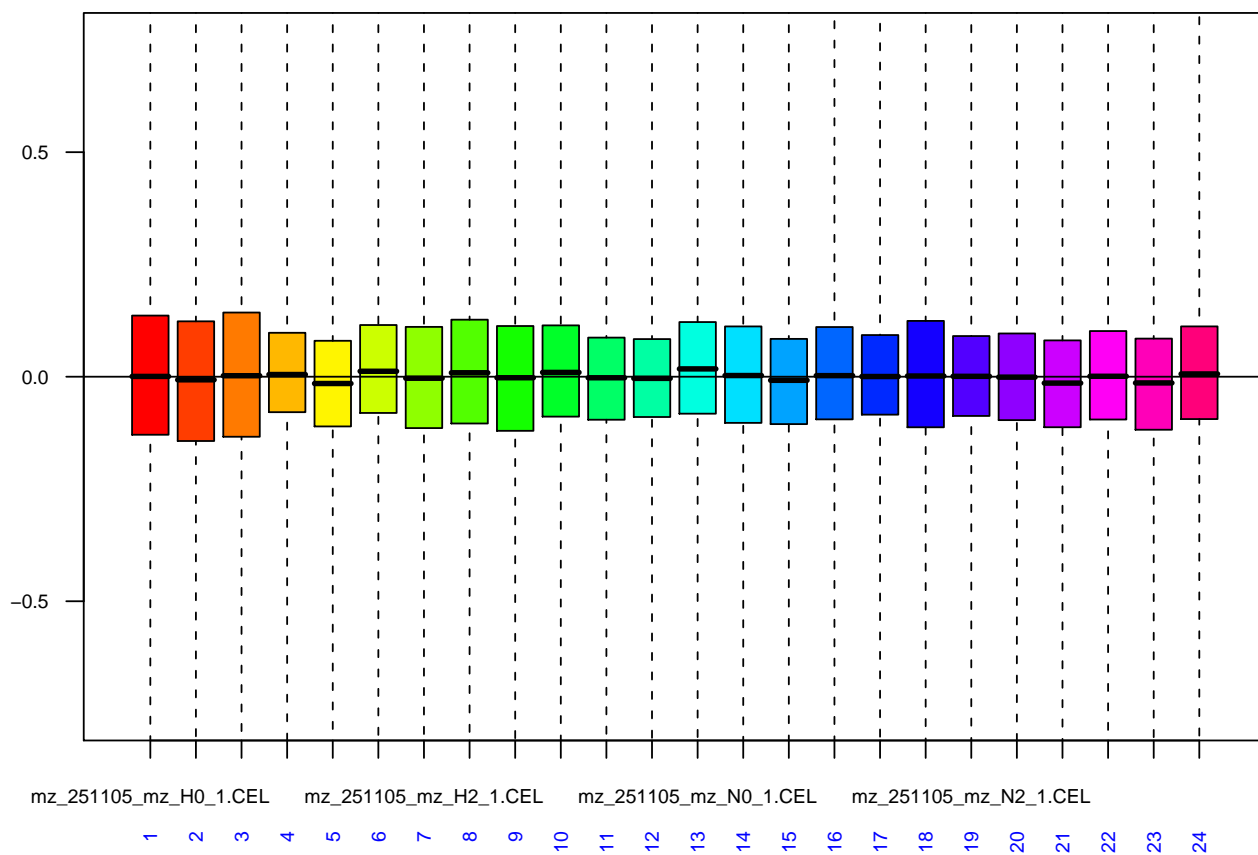

## Normalized Unscaled Standard Errors (NUSE) values

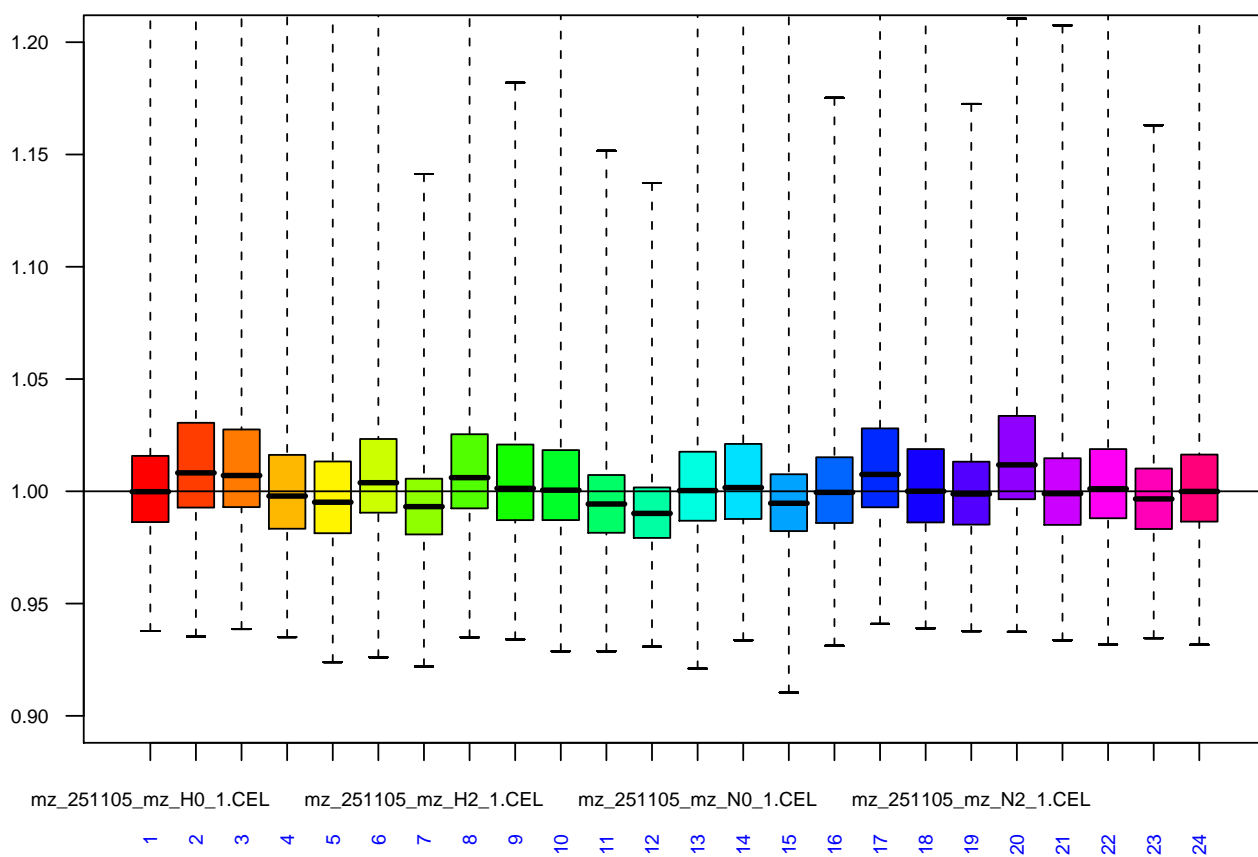

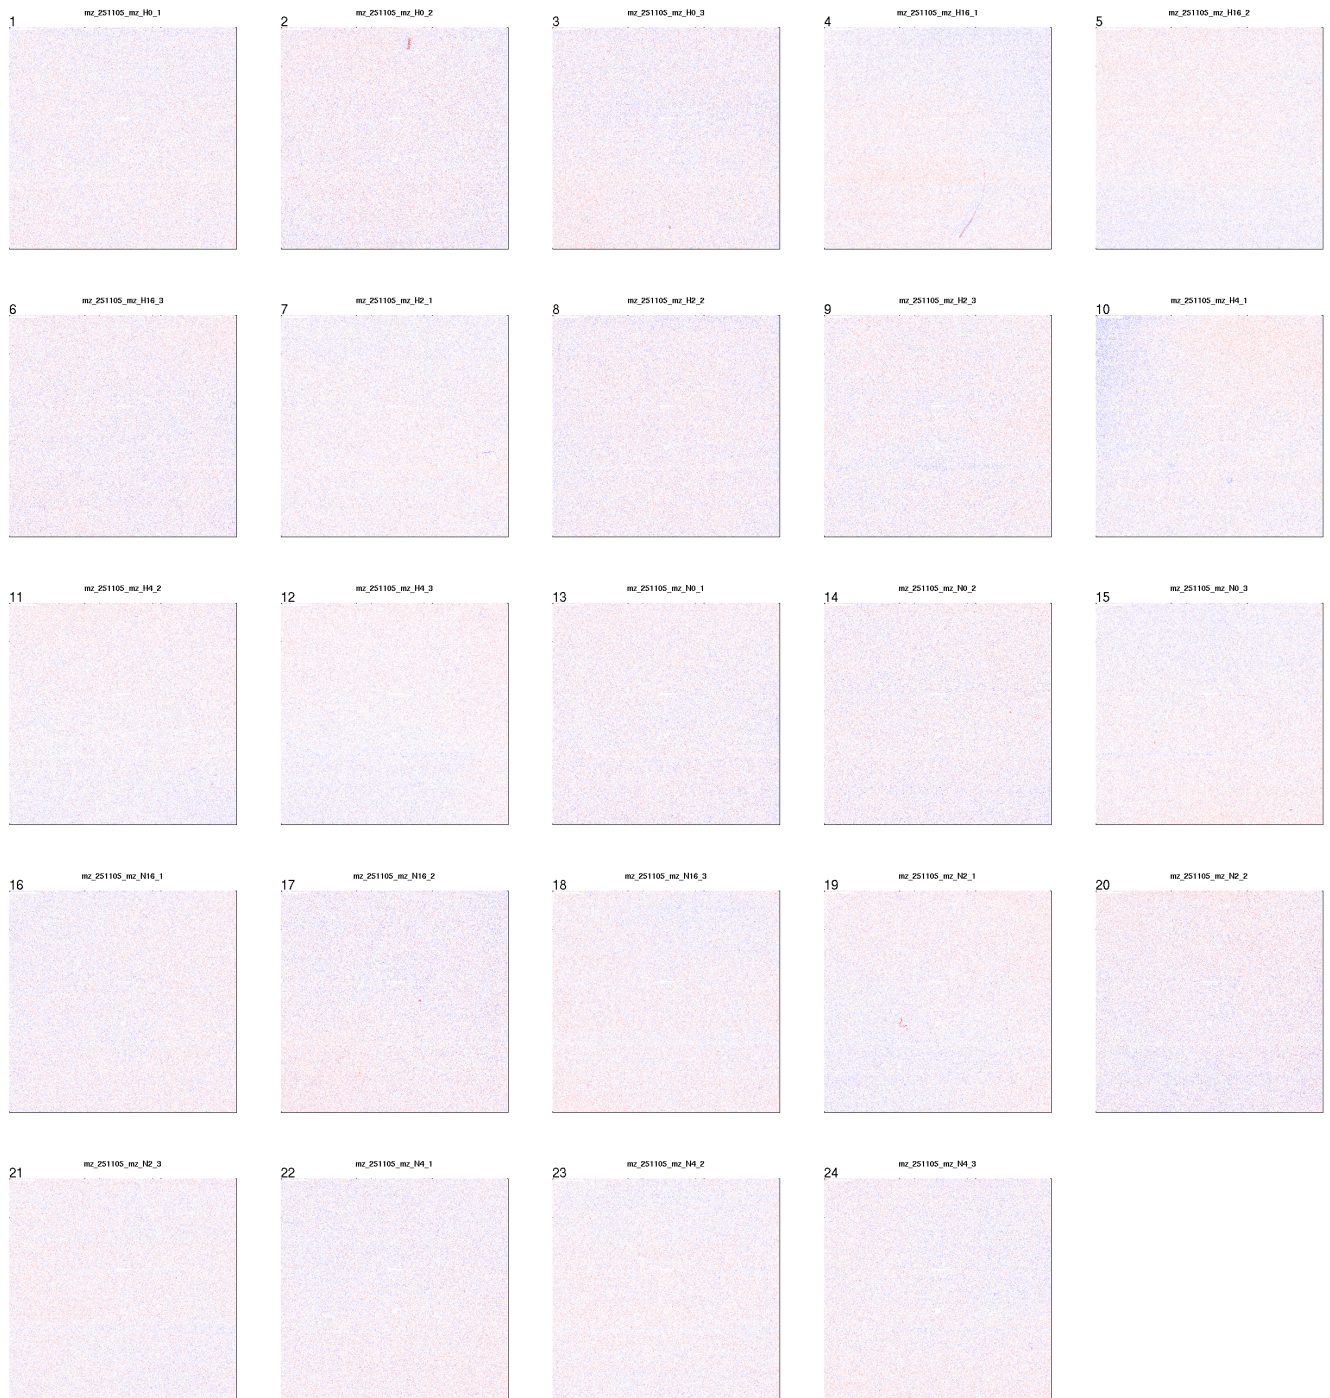

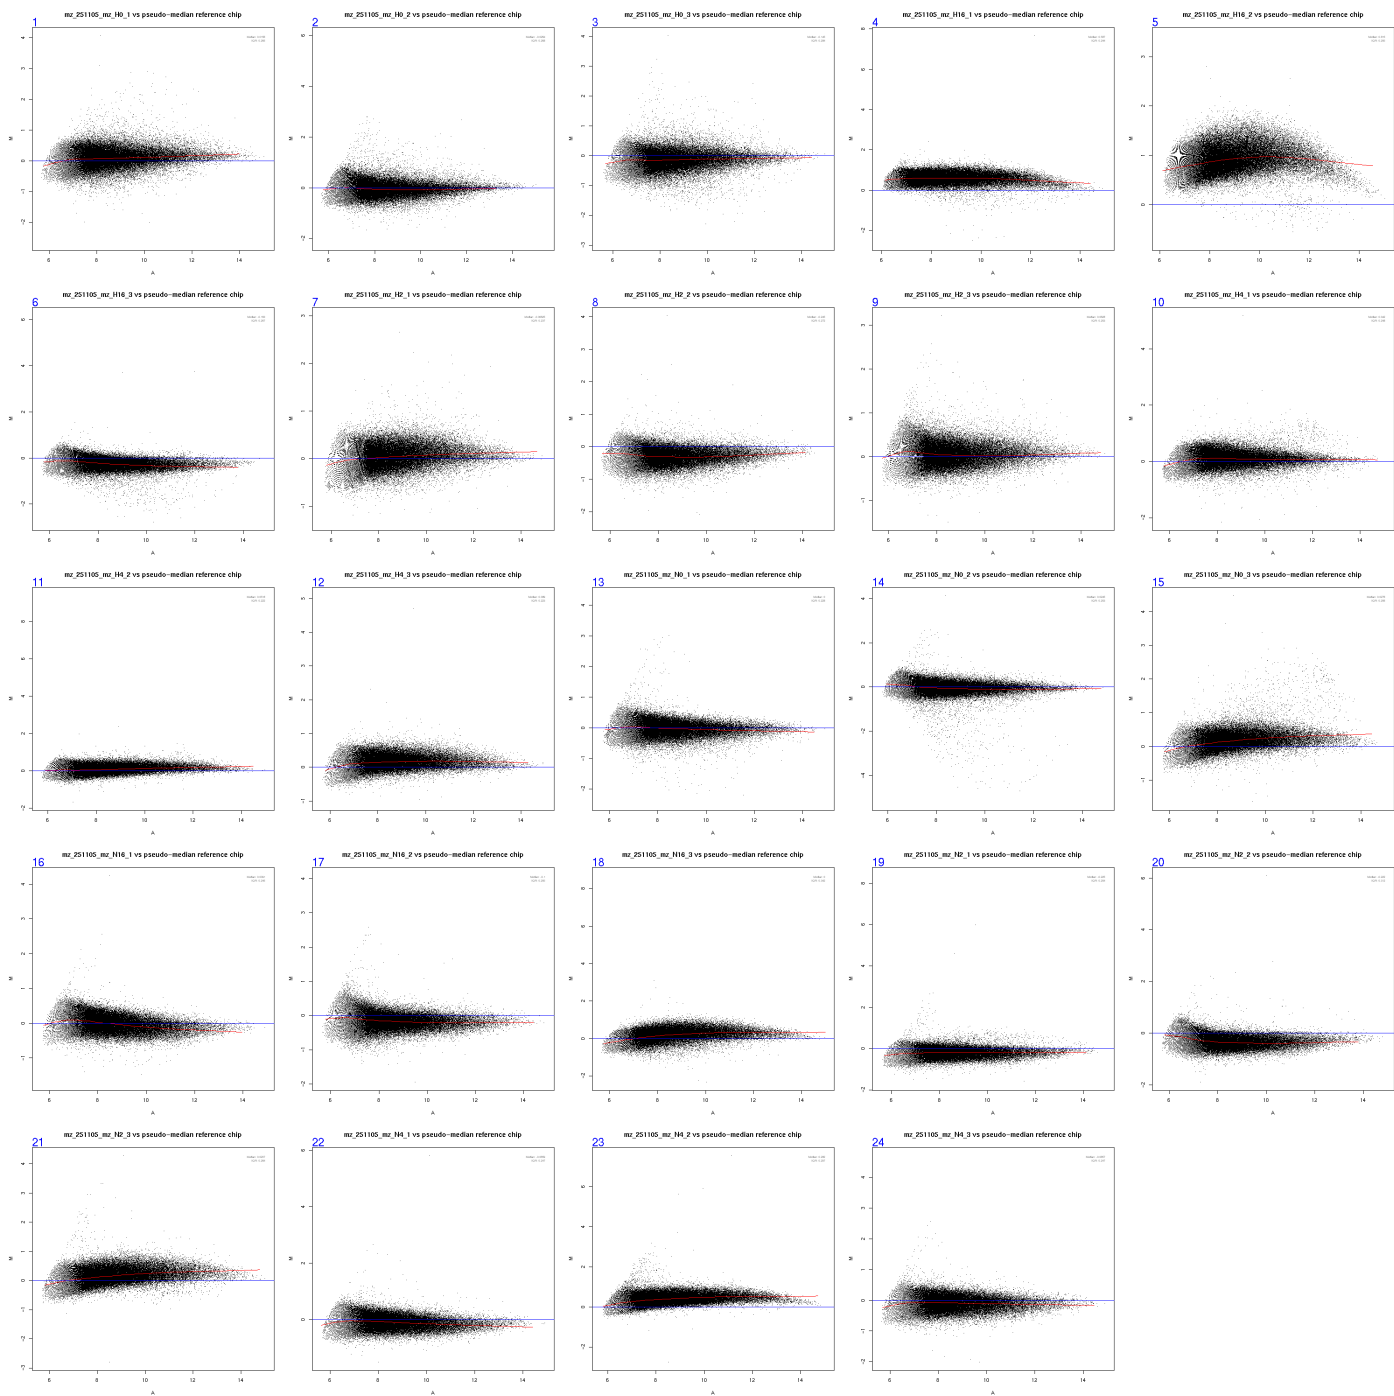

## RNA degradation plot

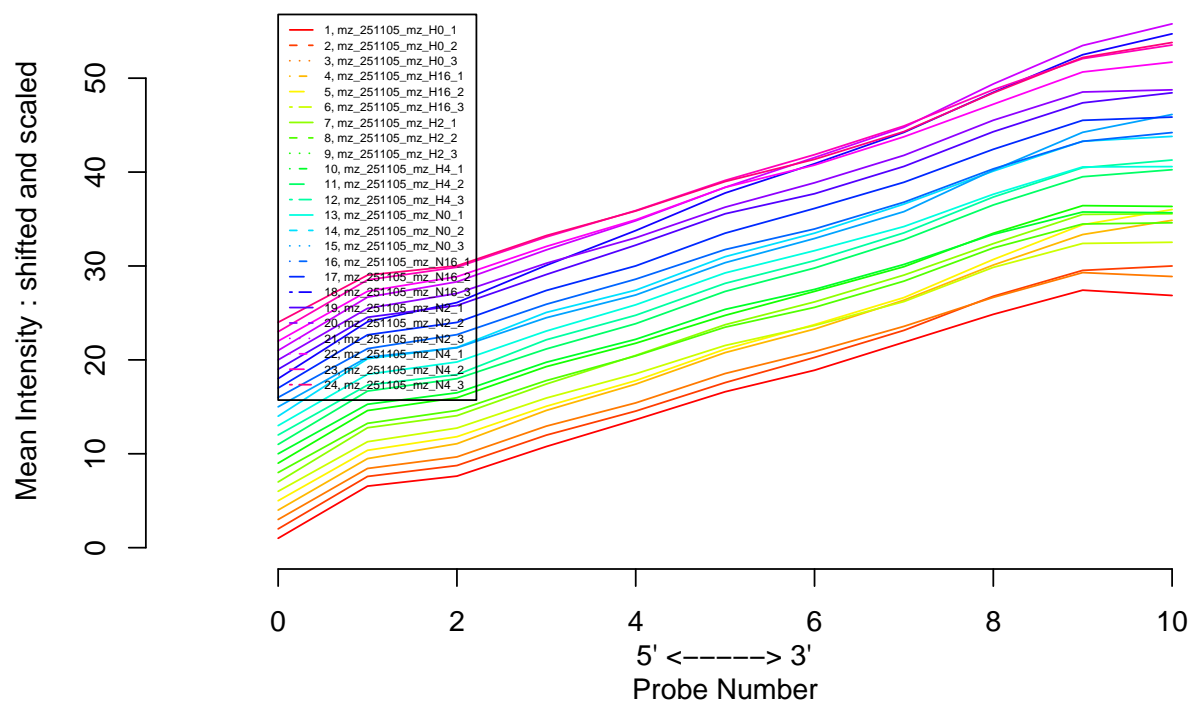

## Distribution of GCRMA Processed Signal Intensity

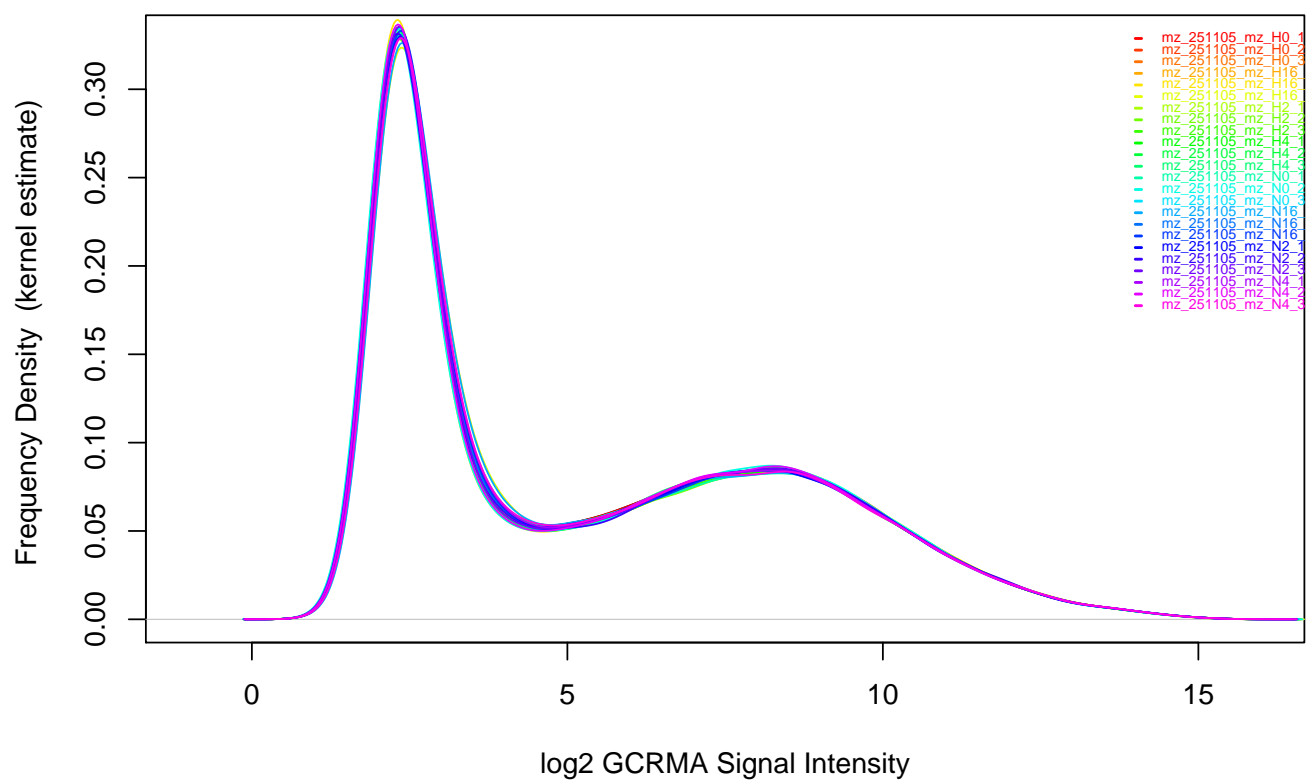

## Similarity by GCRMA Summarized Samples (as Euclidean Distances)

using all probesets, n = 45101 ; colors are on relative scale, red colored cells indicate very high similarity

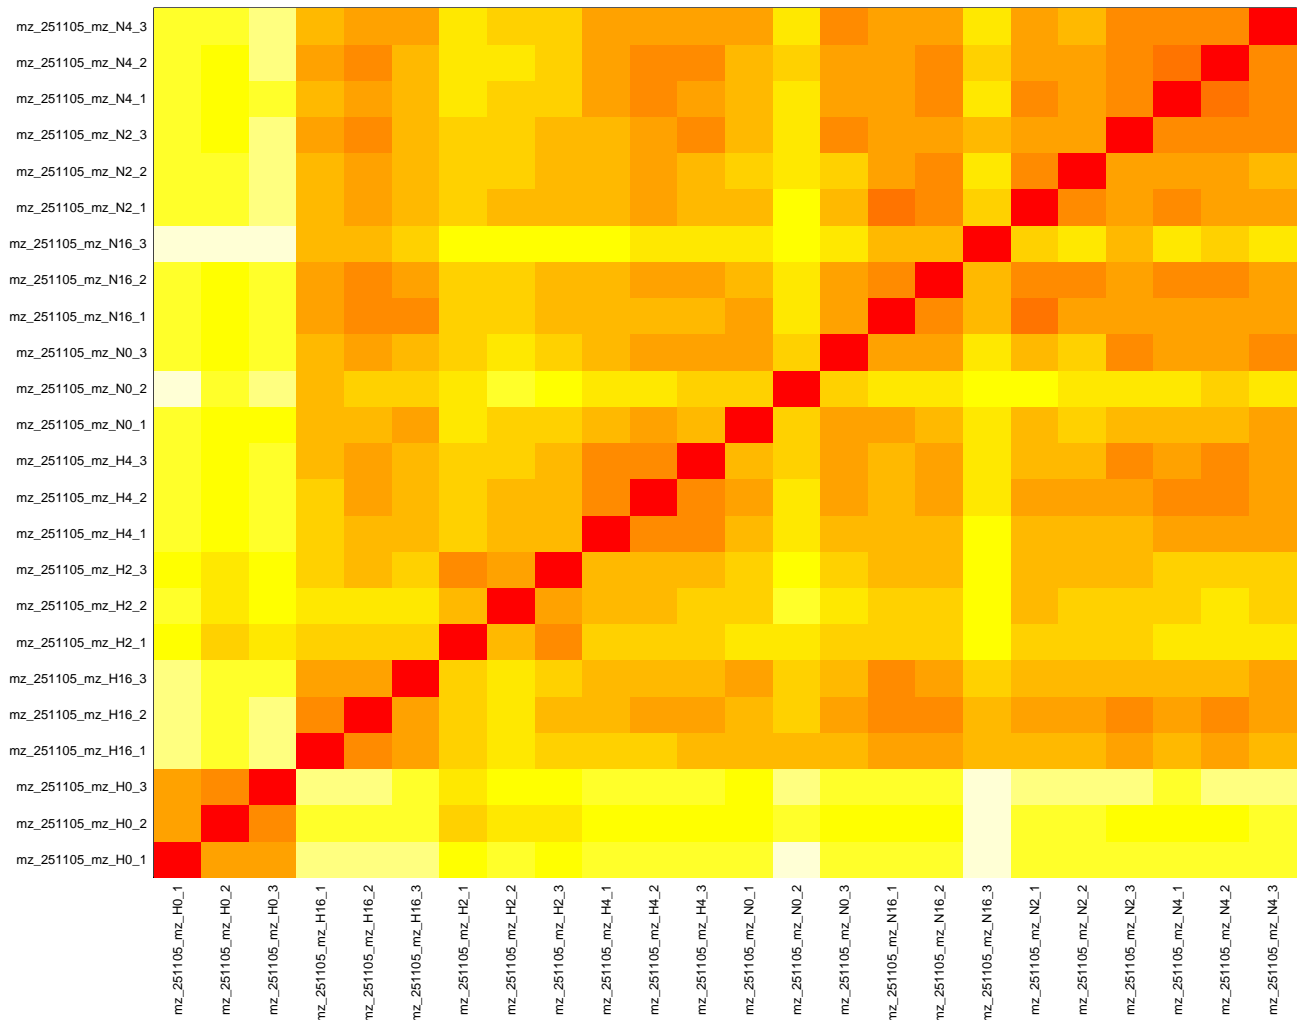

## Dendrogram of Hierarchical Clustering of GCRMA data with Bootstrap p Values

using all probesets; n.bootstr=399; p values for AU (Approximately Unbiased) are shown in red, BP (Bootstrap Probability) in green

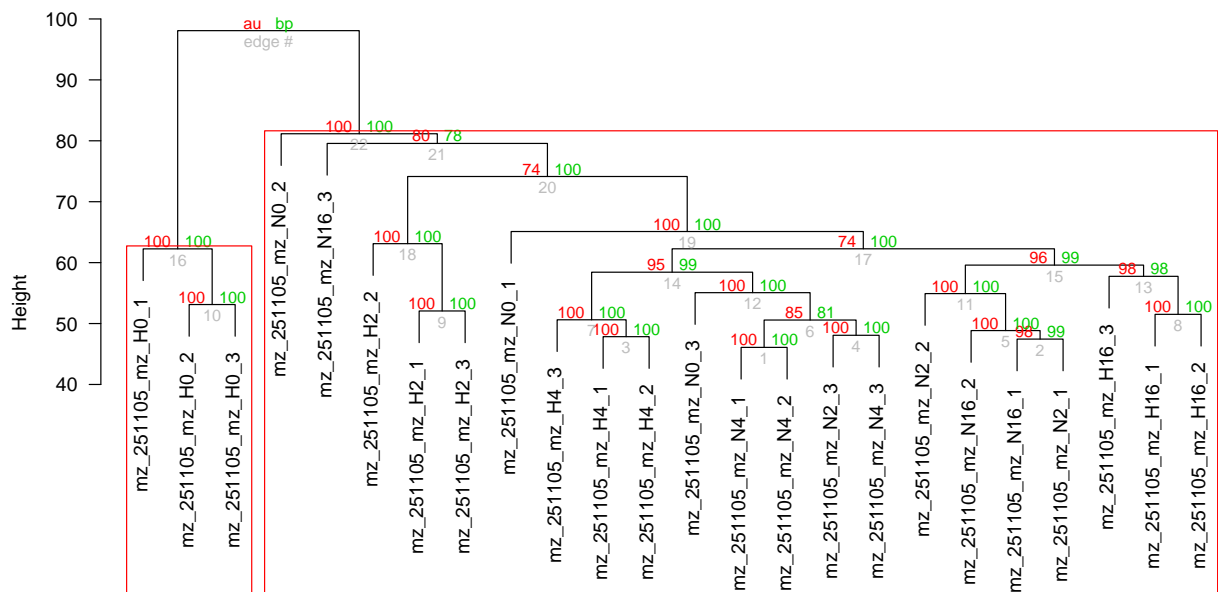

Clusters that 'seem to exist' with  $p < 0.95$  are highlighted by red boxes

Distance: euclidean  
Cluster method: average

## References :

- Raffelsberger W., Krause Y. et al. RReportGenerator : Automatic reports from routine statistical analysis using R. (submitted) and <http://www-bio3d-igbmc.u-strasbg.fr/~wraff>
- R Development Core Team (2007). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. ISBN 3-900051-07-0, <http://www.R-project.org>.
- Leisch, F. (2002). Sweave: Dynamic generation of statistical reports using literate data analysis. In: Härdle, W. and Rönz, B. (eds), Proceedings in Computational Statistics, Physica Verlag, Heidelberg, pp.575-580
- Gentleman, R.C. et al. (2004) Bioconductor: open software development for computational biology and bioinformatics. Genome Biol., 5, R80.
- Bolstad BM, Irizarry RA, Astrand M, Speed TP. (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics. Jan 22;19(2):185-93.
- Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B, Speed TP. (2003) Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res. 2003 Feb 15;31(4):e15.
- Gautier L, Cope L, Bolstad BM, Irizarry RA. (2004) affy-analysis of Affymetrix GeneChip data at the probe level. Bioinformatics. 2004 Feb 12;20(3):307-15.
- Rafael A. Irizarry, Laurent Gautier, Benjamin Milo Bolstad, and Crispin Miller with contributions from Magnus Astrand, Leslie M. Cope, Robert Gentleman, Jeff Gentry, Conrad Halling, Wolfgang Huber, James MacDonald, Benjamin I.P. Rubinstein, Christopher Workman and John Zhang (). affy: Methods for Affymetrix Oligonucleotide Arrays. R package.
- Wilson C.L., Miller C.J. (2005) Simpleaffy: a BioConductor package for Affymetrix Quality Control and data analysis. Bioinformatics. 2005 Sep 15;21(18):3683-5.
- Ben Bolstad (2007). affyPLM: Methods for fitting probe-level models. R package. <http://bmbolstad.com>
- Craig Parman, Conrad Halling and Robert Gentleman (). affyQCReport: QC Report Generation for affyBatch objects. R package
- Reimers M, Weinstein JN. (2005) Quality assessment of microarrays: visualization of spatial artifacts and quantitation of regional biases. BMC Bioinformatics. 2005 Jul 1;6:166.
- Smyth, G. K. (2005). Limma: linear models for microarray data. In: 'Bioinformatics and Computational Biology Solutions using R and Bioconductor'. R. Gentleman, V. Carey, S. Dudoit, R. Irizarry, W. Huber (eds), Springer, New York, pages 397-420.
- Suzuki R, Shimodaira H. (2004) Pvcust: an R package for assessing the uncertainty in hierarchical clustering. Bioinformatics. Jun 15;22(12):1540-2.
- <http://www.affymetrix.com>

time for reading cel-files : 212.46 sec  
time for figures QC1 and QC2 : 320.76 sec  
time for RNA degradation figure : 25.13 sec  
time for plm calculation : 72.62 sec  
time for RLE and NUSE figures : 14.75 sec  
time for residual images : 603.45 sec  
time for MA-plots : 800.85 sec  
time for calculating RMA : 252.31 sec  
time for plot of Sig Dist of RMA treated data : 2.08 sec  
time for hierarchical clustering and bootstrap pValues : 138.9 min

# Supplementary material for: Analysis of the retinal gene expression profile after hypoxic preconditioning identifies candidate genes for neuroprotection
**Source:** BMC Genomics. 2008 Feb 8;9:73. doi: 10.1186/1471-2164-9-73
**Supplement:** Additional file 3 — Table 4 Real time PCR results. Table 4 Real-Time PCR results of the expression of genes detected by Affymetrix microarrays as differentially regulated by hypoxic preconditioning. File contains all genes revealed by microarray analyses, which were tested by real time PCR.

TABLE 4 *Real-Time PCR results of genes detected by Affymetrix microarrays as differentially regulated by hypoxic preconditioning*.

| **Gene Symbol** | **Gene** | **H0 Chip** | **HO**  **RT** | **pVal** | **H2 Chip** | **H2**  **RT** | **pVal** | **H4 Chip** | **H4**  **RT** | **pVal** | **H16 Chip** | **H16 RT** | **pVal** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Adm | adrenomedullin | 10.59 | 9.36 | *** | - | 2.5 | ** | - | 1.21 | n.s. | - | 1.05 | n.s. |
| Bcl2l10 | Bcl2-like 10 | 17.02 | 30.44 | *** | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Cdkn1a (p21) | Cyclin dependent kinase inhibitor 1a | 30.48 | 20.26 | ** | - | 4.64 | ** | - | 1.51 | n.s. | - | 0.8 | n.s. |
| CEBP/d | CCAAT/enhancer binding protein (C/EBP), delta | 3.47 | 3.47 | * | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Dido1 (Iso1/3) | death inducer-obliterator 1 | 0.3 | 0.86 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Dido1 (Iso2) | death inducer-obliterator 1 | 0.3 | 1.21 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Egf | epidermal growth factor | 4.7 | 2.46 | ** | - | 1.03 | n.s. | - | 1 | n.s. | - | 1.71 | * |
| Egln1 | Egl nine homolog 1 (C. elegans) | 4.44 | 5.01 | ** | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Fabp4 | Fatty acid binding protein 4, adipocyte (Fabp4), mRNA | 3.5 | 5.33 | * | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| H3f3B | H3 histone, family 3B | 6.28 | 1.58 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Hes6 | hairy and enhancer of split 6 (Drosophila) | 1.87 | 1.59 | * | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Hmgb2 | high mobility group box 2 | 4.06 | 3.05 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Ibrdc2 | IBR domain containing 2 (Ibrdc2), mRNA | 0.29 | 0.96 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Id1 | inhibitor of DNA binding 1 | 3.1 | 1.75 | ** | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Kif4 | kinesin family member 4A | - | 2.94 | ** | 8.91 | 4.42 | ** | 13.94 | 6.32 | *** | - | 1.31 | n.s. |
| Mef2c | myocyte enhancer factor 2C | 0.31 | 0.7 | * | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Metap2 | methionine aminopeptidase 2 | 2.74 | 0.81 | n.s. | - | 0.95 | n.s. | - | 1.18 | n.s. | - | 0.95 | n.s. |
| Mt1 | metallothionein 1 | 6.26 | 6.89 | *** | 6.11 | n.a. |  | - | n.a. |  | - | n.a. |  |
| Pon1 | paraoxonase 1 | 22.55 | 7.6 | *** | - | 1.3 | n.s. | - | 1.7 | n.s. | - | 0.7 | n.s. |
| Rad23b | RAD23b homolog (S. cerevisiae) | 2.6 | 1.17 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Sema3c | Semaphoring 3c | 5.86 | 3.86 | * | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Slc2A1 (Glut1) | solute carrier family 2 (facilitated glucose transporter), member 1 | 1.98 | 1.73 | *** | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Sos1 | Son of sevenless homolog 1 (Drosophila) | 1.92 | 0.88 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Stat1 | signal transducer and activator of transcription 1 | 0.47 | 1.11 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Stom | stomatin | 2.03 | 1.29 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Thra | thyroid hormone receptor alpha | 0.48 | 0.78 | n.s. | - | n.a. |  | - | n.a. |  | - | n.a. |  |
| Timp3 | tissue inhibitor of metalloproteinase 3 | 3.28 | 2.35 | *** | - | 1.45 | n.s. | - | 1.24 | n.s. | - | 1.64 | * |
| Ttr | transthyretin | 20.11 | 8.8 | ** | - | 1.2 | n.s. | - | 1.7 | n.s. | - | 0.5 | n.s. |
| Vegfa_all | vascular endothelial growth factor | 2.25 | 2 | * | - | 0.6 | * | - | 1.1 | n.s. | - | 1.5 | ** |
| Vegf164 (Iso1) | vascular endothelial growth factor isoform1 | 2.25 | 2.5 | * | - | 0.7 | n.s. | - | 1.3 | n.s. | - | 1.1 | n.s. |
| Vegf120 (Iso2) | vascular endothelial growth factor isoform2 | 2.25 | 1.9 | * | - | 1.1 | n.s. | - | 0.9 | n.s. | - | 1.3 | n.s. |
| Vegf188 (Iso3) | vascular endothelial growth factor isofrom 3 | 2.25 | 3 | * | - | 0.9 | n.s. | - | 1 | n.s. | - | 0.9 | n.s. |

n.a. not analyzed, n.s. not significant, (* p ≤ 0.05; ** p ≤ 0.01; *** p ≤ 0.001)

# Supplementary material for: Analysis of the retinal gene expression profile after hypoxic preconditioning identifies candidate genes for neuroprotection
**Source:** BMC Genomics. 2008 Feb 8;9:73. doi: 10.1186/1471-2164-9-73

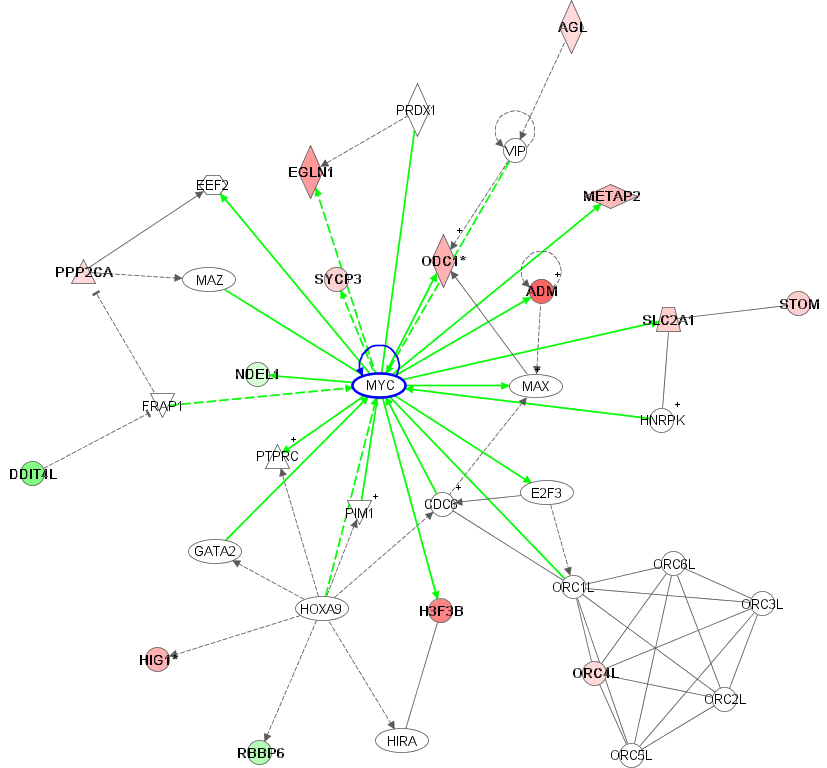

Fig.2 A prominent affected gene network discovered by Ingenuity Pathway Analysis. Network was classified as: *DNA replication, recombination, cell cycle and cancer*. Pathway is centrally occupied by Myc and contains the pro survival gene Adm. Note that Myc itself is not differentially regulated. (*red = induction; green = repression; white = unaffected; color intensity correlates with fold change*)

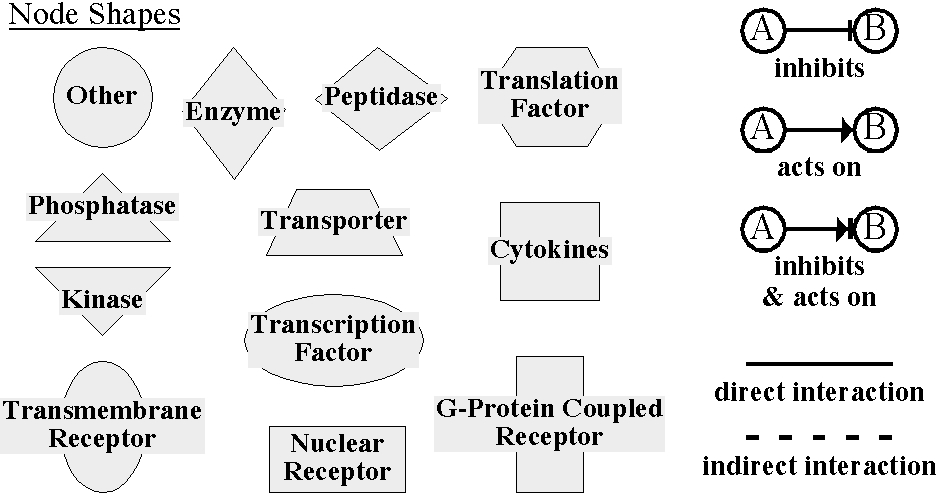

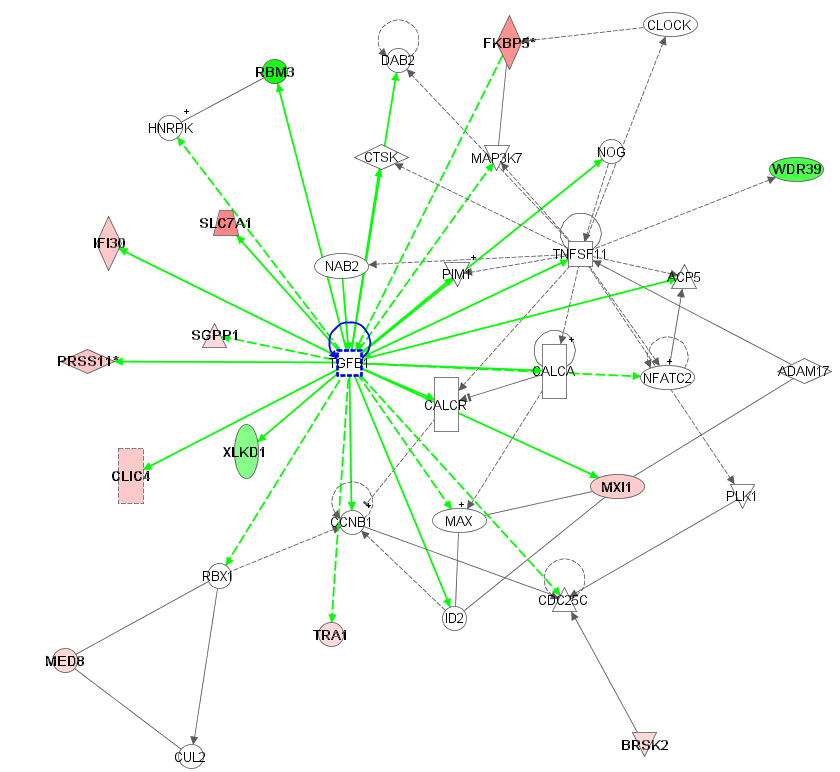

Fig.3 An affected gene network discovered by Ingenuity Pathway Analysis. Network was classified as: *Cell death, cellular development, hematological system development & function*. Some genes related to TGF-b are induced after hypoxic preconditioning (*red = Induction; green = repression; white = unaffected; color intensity correlates with fold change*)

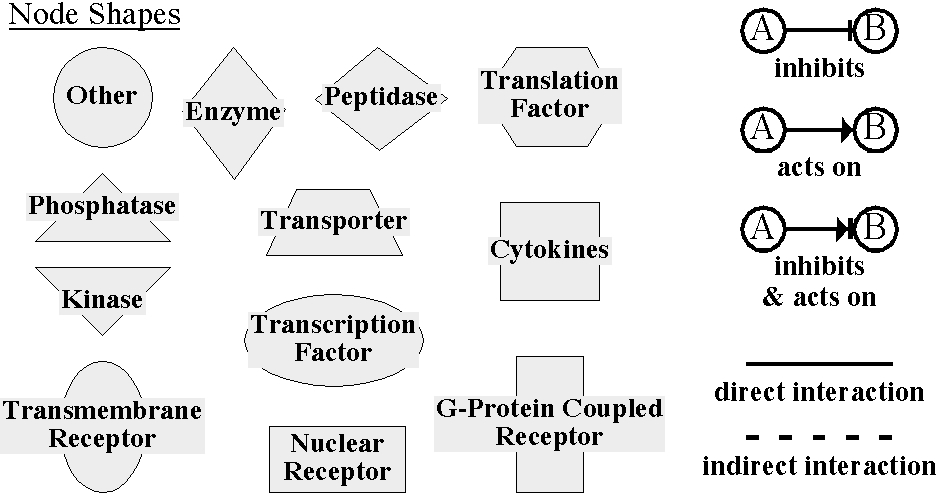

**Supplement:** Additional file 5 — Fig 2, 3 Hypoxic preconditioning gene networks discovered by Ingenuity Pathway analysis. Fig 2 affected gene network discovered by Ingenuity Pathway Analysis and classified as: DNA replication, recombination, cell cycle and cancer. Fig. 3 affected gene network discovered by Ingenuity Pathway Analysis and classified as: Cell death, cellular development, hematological system development & function. File contains schemes of pathways, which are affected by hypoxic preconditioning. Some genes connected to cMyc (Fig. 7) and to TGF-b (Fig. 8) are differentially regulated.

# Supplementary material for: Analysis of the retinal gene expression profile after hypoxic preconditioning identifies candidate genes for neuroprotection
**Source:** BMC Genomics. 2008 Feb 8;9:73. doi: 10.1186/1471-2164-9-73
**Supplement:** Additional file 6 — Table 7 Primer Sequences and product sizes. Table 7 Primer pairs used for real time PCR. File contains sequences of Primers used for real time PCR and the expected/obtained product sizes in bp.

TABLE 7 *Primer pairs used for real time PCR.*

| Gene | Primer forward | Primer reverse | Product bp |
| --- | --- | --- | --- |
| Adm | ttcgcagttccgaaagaagt | ggtagctgctggatgcttgta | 77 |
| Bcl2l10 | GAACTTTCTGTATAATCTGCTCATGG | TGAAGAAGCGGCAAAAGC | 89 |
| Cdkn1a | CGGTGTCAGAGTCTAGGGGAATTG | CGTGACGAAGTCAAAGTTCCACC | 238 |
| CEBPd | cttttaggtggttgccgaag | gcaacgaggaatcaagtttca | 70 |
| Dido1 (Iso1/3) | ctctatatccgtggtagctctgg | tggggactgcctcttaaaca | 76 |
| Dido1 (Iso2) | gactgagttcgaaacgaagga | cgaacaaccaaagggacagt | 63 |
| Egf | catgccccacaggatttg | gggcaggaaacaagttcgt | 64 |
| Egln1 | cattgttggcagaaggtgtg | caaaggactacagggtctcca | 70 |
| Fabp4 | gaaaacgagatggtgacaagc | ttgtggaagtcacgccttt | 60 |
| H3f3B | cgattgcggctcttgttc | cttggttcgggccatttt | 96 |
| Hes6 | gcacggatcaacgagagtc | cggcgttctctagcttgg | 76 |
| Hmgb2 | gattgcgttacgagaaaccag | gtcacccttgcccatgac | 126 |
| Ibrdc2 | aggctgtggctcagacctta | acactggagcccatcgac | 75 |
| Id1 | gcgagatcagtgccttgg | ctcctgaagggctggagtc | 111 |
| Kif4 | gcatgactgcaaccattgat | tatctgggctgctttgcact | 63 |
| Mef2c | tctgccctcagtcagttgg | cgtggtgtgttgtgggtatc | 63 |
| Metap2 | ggagagagatgacgacgatga | cttcttcccagttgcaccat | 61 |
| Mt1 | gaatggaccccaactgctc | gcagcagctcttcttgcag | 104 |
| Pon1 | AATGCTTTCCGTGAAGTAACGC | TCTAACTCTGACACTGCTGGCTCC | 218 |
| Rad23b | ccctgacagagctgtggaat | gtcaaccacagcctgactttc | 70 |
| Sema3c | atggccactcttgctctagg | catcttgtcttcggctcctc | 60 |
| Slc2A1 | atggatcccagcagcaag | ccagtgttatagccgaactgc | 92 |
| SOS1 | tcggcaactcactttacttgaa | tgtccacacacttccaactaattc | 76 |
| Stat1 | ttgtgttgaatcccgaacct | tcgaaccactgtgacatcct | 95 |
| Stom | ccagtgcagctccagagag | cgcattcatttccccttc | 93 |
| Thra | aaggtggagtgtgggtcaga | tttttcgctttccatctggt | 64 |
| Timp3 | gcctcaagctagaagtcaacaaa | tgtacatcttgccttcatacacg | 69 |
| Vegf_all | ACTTGTGTTGGGAGGAGGATGTC | AATGGGTTTGTCGTGTTTCTGG | 171 |
| Vegf164 (Iso1) | CATCTTCAAGCCGTCCTGTGTG | TGACCCTTTCCCTTTCCTCG | 240 |
| Vegf120 (Iso2) | GCCAGAAAATCACTGTGAGCC | TCTACAGGAATCCCAGAAACAACC | 478 |
| Vegf188 (Iso3) | CAGAAAAATGTGACAAGCCAAGG | TCTACAGGAATCCCAGAAACAACC | 344 |

How the deposited data were processed for this re-analysis (not part of the article)

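RNA of mouse retinas was measured on 24 Affymetrix mouse expression arrays, 3 for each of 8 groups, which were hypoxic and normoxic retinas at 0, 2, 4 and 16 h of reoxygenation after 6 h at 6% oxygen. Each array held 1 pool of 3 retinas of 3 mice, and pools are the unit of every test. The authors made the log2 values with RMA, as the labels of the deposited table state, which corrects the background, normalizes between the arrays and combines the probes of a probe set, and no version is given. The paper's own lists were made with GCRMA values, which were not used here. The array medians lay between 5.80 and 5.84. Signal over background stands in for depth on arrays, and a probe set below the signal threshold was not tested. No array is a copy of another, since the highest correlation of 2 arrays was 0.997 and the smallest Euclidean distance 40.5.

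Tests were made with limma 3.58.1 in R 4.3.3. The 64 control probe sets were left out, and 45037 remained. As the methods describe, a probe set was tested at a time point when the mean of either treatment reached the signal at the minimum between the peaks of the density of all values. One linear model with a mean for each group was fitted to all arrays, the spread was moderated over probe sets (eBayes), and hypoxia was compared with normoxia at each time point. Benjamini-Hochberg adjustment was made over the probe sets tested in a comparison. Differences between the effect at 0 h and that at a later time point were tested as contrasts of contrasts over the probe sets tested at either of them, and the normoxic groups were compared by an F test in the same model. For clustering, Euclidean distance and average linkage were applied to all probe sets. The replicate numbers were not taken as pairs. After the group means were removed, hypoxic and normoxic arrays with the same number at the same time point had correlations between -0.227 and 0.237, 2 of the 12 above 0.1, and 8 of 24 arrays correlated best with the array of their own number.

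Gene symbols came from the array annotation, with 34741 probe sets matched by their gene identifier and 0 symbols changed, and gave 18193 genes. Probe sets with several genes are named by their name in the paper's tables, and those with no gene here are not named. A gene of a list is represented by its probe set with the highest mean among those with 1 gene, except that the first probe set given in Tables 1 to 3 was taken where there is one to which the annotation gives that gene (not so for Ibrdc2, now Rnf144b). The 31 lists were HIF-1 targets, glycolysis and glucose uptake, glucocorticoid-induced genes, metallothioneins and antioxidant enzymes, Bcl2 family, p53 targets, mitosis genes, immediate early genes, heat shock and unfolded protein response, cholesterol synthesis, circadian clock, reactive glia and Lif-Stat3 pathway, RPE markers, rod photoreceptor markers, cone photoreceptor markers, Mueller glia markers, bipolar cell markers, amacrine cell markers, ganglion cell markers, endothelial markers, microglia and macrophage markers, erythroid markers, lens markers, fibroblast markers (sclera, choroid), skeletal muscle markers, p21 network genes of Table 3, Table 2 apoptosis, Table 2 cell cycle, Table 2 negative regulation of transcription, Table 2 regulation of transcription, down-regulated and Rbm family. They were tested with camera at a preset correlation of 0.01 between genes, with an estimated correlation beside it, adjusted over 120 tests, and a list with fewer than 2 measured genes at a time point has no test there. Named genes are those that the paper's text, Tables 1 to 3 or additional file 3 name, whose values in the paper's tables had been seen. They also include the 12 largest rises and falls of each time point among changed probe sets with no overlap between the treatments, one per gene, and in each list up to 4 changed genes with the largest change, or up to 2 with the highest mean where none changed. For the normoxic groups they are the 10 genes with the smallest p and the clock genes. Genes named beyond this, in groups of 5 or fewer, were chosen after their values were seen, as were the added probe sets of Adm, Vegfa and Mef2c.

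The alternatives were no signal filter, a filter stricter by 1 on the log2 scale, quantile normalization, median centring, a trended and robust spread, array quality weights, a replicate block over all time points or within a time point, no probe sets ending in _x_at or _s_at, the 6 arrays of a time point alone, the 12 normoxic arrays alone, the methods' t-test with adjusted p or with an unadjusted p under 0.001, an adjusted p under 0.1, other clustering settings, the mean of all probe sets of a gene, and leaving out each array in turn. Leaving out the normoxic arrays 0 h replicate 2 and 16 h replicate 3 together, and a lens marker score as a covariate, were added after seeing the data. Other splits of the arrays were counted in full for 3 against 3 and drawn 100 times otherwise. Random lists (1000) were drawn from the 200 genes nearest in level, and permutation p-values came from 1e+05 shuffles within groups.

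The tests were checked on simulated arrays. At a log2 change of 0.5, 1 and 2, limma recovered 76.1%, 98.5% and 98.5% of changed probe sets at 0 h, 67.2%, 97% and 100% at 2 h, 64.2%, 91% and 98.5% at 4 h and 64.2%, 100% and 100% at 16 h. For differences between time points it recovered 39.6% to 42.5% at 0.5 and 89.6% to 93.3% at 1, with 2.86% to 3.45% false calls, and for the normoxic groups 61.2% and 97% with 4.97% false. The methods' t-test recovered 8.96%, 40.3% and 89.4% at 0 h with 2.13% false. Of 101 simulated lists, the 1 changed list was called and 0 of the random ones. On the real arrays of 0 h, camera adjusted within the time point called 13 lists, and up to 14 in other splits. The simulated lists therefore do not show how often camera at the preset correlation calls real lists falsely. Light damage, histology, protein measurements and real-time PCR were not analysed here, apart from the direction of the paper's PCR values.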

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

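The alternatives that leave out 2 normoxic arrays together or take a lens marker score as a covariate, and the division of the groupings by whether hypoxic arrays stayed together were chosen only after the results were seen, and the other tests in this part before.

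Hypoxia acted differently on many genes at 0 h than at later time points, by limma's test of the difference between time points. The effect differed between 0 h and 2 h in 1568 probe sets, between 0 h and 4 h in 3233 and between 0 h and 16 h in 3929. The first number was 967 without hypoxia 0 h replicate 1. When time labels were exchanged within each treatment, 12, 5 and 10 of 100 groupings, the real one included, gave as many (highest other 4064, 4799 and 7116). The groupings that kept the hypoxic arrays of a time point together (12, 6 and 9 of those drawn) include all of these, 11, 4 and 9, and they keep the difference between the hypoxic groups, so the count does not decide on chance. None of the 87, 93 and 90 that mixed them gave as many (highest 395, 8 and 32), which points to a structure of the samples, the hypoxic arrays of 1 time point.

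Normoxic retinas differed between the collection times, a comparison the paper does not report. The glucose transporter gene Slc2a1 had a mean log2 signal of 9.92 at 0 h, 10.29 at 2 h, 10.50 at 4 h and 10.24 at 16 h (adjusted p = 0.00158 from limma's F test), and the orphan receptor gene Nr4a1, an immediate early gene, 8.59, 8.87, 9.61 and 8.37 (adjusted p = 0.00158). Among the 10 genes with the smallest p are also Ip6k2, an inositol phosphate kinase gene, at 11.19 at 0 h and 10.18 at 16 h (adjusted p = 3.92e-05), and Fscn2, a photoreceptor fascin gene, at 10.35 at 0 h and 9.40 at 4 h (adjusted p = 0.000336). Of the clock genes Ciart passed the test, at 8.11 at 0 h and 7.54 at 4 h (adjusted p = 0.0404), and Per1 (adjusted p = 0.931), Per2 (adjusted p = 0.869) and Dbp (adjusted p = 0.0571) did not. In total 664 of 18738 probe sets of 543 genes passed, and 3801 had an unadjusted p under 0.05. Of 100 groupings of the 12 normoxic arrays, 2 gave as many, the real one included (highest other 769), so chance can be excluded at a share of 0.05. The number was 238 without normoxia 16 h replicate 3, 248 without normoxia 0 h replicate 2, 256 without normoxia 4 h replicate 1, 288 without normoxia 4 h replicate 3, 343 without normoxia 4 h replicate 2, 379 without normoxia 2 h replicate 2, 387 without normoxia 0 h replicate 3, 440 without normoxia 2 h replicate 1 and 1210 without normoxia 2 h replicate 3. It was 102 from the normoxic arrays alone, 298 without the filter, 280 with a lens marker score as a covariate and 85 without normoxia 0 h replicate 2 and normoxia 16 h replicate 3.

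Outside the paper's list for 0 h, 301 probe sets were changed by over 2-fold at 0 h.

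Splits of 3 against 3 arrays number 10 per time point, which is too few for a share under 0.05. The real and the highest other number of changed probe sets were 6091 and 0 at 0 h, 3081 and 3 at 2 h, 264 and 1 at 4 h and 0 and 0 at 16 h, with 1, 1, 1 and 10 of 10 splits giving as many. Over 2-fold they were 427 and 0, 54 and 3, 14 and 0, and 0 and 0, with 1, 1, 1 and 10 splits giving as many. For gene lists called by camera, adjusted within a time point, they were 13 and 14, 1 and 6, 8 and 7, and 3 and 3, with 2, 9, 1 and 4 splits giving as many.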

How the results depend on the processing

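The alternatives that leave out 2 normoxic arrays together or take a lens marker score as a covariate were chosen after seeing the data, and the others before. At 0 h the number of changed probe sets stayed within 1.5 times of 6091 in all settings but the methods' t-test, which gave 2803 with adjusted p and 833 at an unadjusted p under 0.001, and 186 over 2-fold with the latter. At 2 h the 6 arrays of the time point gave 1325, and the methods' t-test 156 and 314, with 10 and 17 over 2-fold. At 4 h the number was 485 with a trended and robust spread, 727 with array quality weights, 136 with a replicate block within the time point, 62 from its 6 arrays, 3 and 134 by the methods' t-test and 578 at an adjusted p under 0.1. Over 2-fold at 4 h it was 9 with the stricter filter, which tests fewer probe sets, and 0 and 5 by the methods' t-test. At 16 h the methods' t-test gave 20 at an unadjusted p under 0.001. The number of probe sets that differ between normoxic groups was 298 with no filter, 102 from the normoxic arrays alone, 85 without the 2 arrays and 280 with the lens covariate. Fewer arrays or other degrees of freedom enter several of these, and for the rest the cause was not tested.

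With an estimated correlation between genes, 6 of 30 list calls passed, all at 0 h. They are HIF-1 targets, glucocorticoid-induced genes, a list written after the paper's tables had been seen, and the 4 lists of Table 2, which the paper chose on these arrays, so of the 6 only HIF-1 targets are a list not chosen in this way. At 0 h the adjusted p became 0.375 for glycolysis and glucose uptake, 0.405 for the circadian clock, 0.499 for reactive glia and the Lif-Stat3 pathway, 0.399 for RPE markers, 0.677 for lens markers and 0.133 for the p21 network. For lens markers it was 0.0557 with array quality weights and 0.55 without the 2 arrays, and the cause was not tested. Of the 30 calls, 28 remained with the mean of all probe sets, 27 with no filter, 30 with a replicate block over all time points, 24 with quality weights, 28 without the 2 arrays and 26 with the lens covariate, under which the lens list itself was not tested.

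Leaving out 1 array gave 1628 to 2701 changed probe sets at 2 h (1628 without hypoxia 2 h replicate 1, 1917 without normoxia 2 h replicate 3), 81 to 206 at 4 h (81 and 130 without hypoxia 4 h replicate 1 and 3, 122 and 118 without normoxia 4 h replicate 1 and 3), 8 to 19 over 2-fold at 4 h (8 without hypoxia 4 h replicate 1), 967 to 1672 for the difference of 0 h and 2 h (967 without hypoxia 0 h replicate 1) and 238 to 1210 for the normoxic groups, moved by 9 arrays named with their numbers above. Adjusted p ranged from 0.0106 to 0.0678 for reactive glia at 0 h (highest without hypoxia 0 h replicate 1) and from 2.5e-05 to 0.542 for lens markers at 0 h (0.14 without hypoxia 0 h replicate 1, 0.542 without normoxia 0 h replicate 2). A group left with 2 arrays is assumed to vary like the others. The other counts stayed within 1.5 times, with 4809 to 5501 at 0 h, 382 to 486 over 2-fold at 0 h, 51 to 67 over 2-fold at 2 h, 2473 to 3094 and 3185 to 3889 for 0 h against 4 h and 16 h, and 26 to 33 called gene lists. Over all list calls, each with the 6 arrays of its own time point left out in turn, 157 leave-outs kept the call and 23 ended it. Calls lost without an array of another time point are not counted in these numbers. The hypoxic arrays of 0 h, 2 h and 4 h each formed a cluster in all clustering settings.

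Of the named genes, 271 kept their side of the threshold with quantile normalization and 1 lost its call, 271 and 1 with quality weights, 269 and 2 with a replicate block over all time points (1 gained one), 216 and 56 with the arrays of a time point alone, 268 and 4 without the 2 arrays, and 263 and 9 with the lens covariate. Leaving out 1 array of the same time point kept the side of the threshold of named genes 1447 times, ended a call 183 times and added one 2 times. No direction turned in any setting. Signal over background limits the tests to probe sets above the threshold, which leaves out Adm, Lrat, Sema3c, Egf and Rbm12b1 at their listed probe sets.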

Differences from the paper's values

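The paper controls the false discovery rate at a level chosen for each time point and states no single threshold. The counts here rest on limma with a Benjamini-Hochberg adjusted p under 0.05. The paper's estimated numbers of false positive genes do not point to a stricter limit than this. The values (GCRMA there, RMA here) and the test differ as well, and which of these makes the counts differ was not tested. At 0 h the paper counts 431 regulated genes, and 6091 probe sets were changed here; all 13 alternatives set before the data were examined differ as well, from 833 to 7502. With a fold change above 2 the paper counts 227 and 427 were found here. A stricter filter (286) and the methods' t-test with adjusted p (332) or at an unadjusted p under 0.001 (186) come within 1.5 times of the paper's, and the other 10 do not. The paper's list for 0 h itself holds 205 probe sets with a fold above 2. At 2 h the paper's list holds 240 probe sets against 3081 here, and of the alternatives the methods' t-test at an unadjusted p under 0.001 (314) comes within 1.5 times and the other 12 do not. At 4 h the paper shows about 61 in Fig. 2, read by eye, against 264 here, and the 6 arrays of the time point alone give 62, while the other 12 alternatives differ. The paper's own list for 4 h holds 23 probe sets, which neither number meets. Over 2-fold at 4 h it shows about 2 in Fig. 2, read by eye, against 14 here, and all 13 alternatives differ, from 0 to 18. At 16 h the paper counts 3 and limma called 0 here, with 1172 at an unadjusted p under 0.05. Of the alternatives 12 gave 0 and the methods' t-test at an unadjusted p under 0.001 gave 20, so none meets the paper's.

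Fold changes at 0 h differ from those of the paper's Table 1, and were smaller here for all 30 upregulated and 20 downregulated probe sets. They were 118.4 in the paper and 20.5 here for Obox6, 30.5 in the paper and 9.81 here for Cdkn1a, 22.5 in the paper and 7.53 here for Pon1, 22.1 in the paper and 11.9 here for Rgr, 17.0 in the paper and 6.98 here for Bcl2l10, 16.2 in the paper and 4.33 here for Lrat and 10.6 in the paper and 4.77 here for Adm. The normoxic means of these 7 lie below the signal threshold of 6.69, as do the hypoxic means of Adm and Lrat, so the folds here are no exact ratios of transcript. The decrease of the probe set named Rbm3 was 19.41 in the paper and 5.43 here, with the hypoxic mean below that threshold. None of the 4 alternatives run for single genes (quantile normalization, array quality weights, a replicate block over all time points, the arrays of the time point alone) brought these within 1.5 times. The replicate block and the arrays of the time point alone leave the difference of the group means unchanged (20.5 for Obox6 with each). They could therefore not bring the folds closer. GCRMA values, which the paper used, were not tried, so the cause of the smaller folds was not tested. Over the paper's list for 0 h the median size of the log2 change is 0.94 in the paper, against 0.73 here, and all 431 listed probe sets had the paper's direction. The folds of Ttr, Mt1, Mt2, Vegfa, Jmjd6, Mef2c and the probe set named Rbm4 lie within 1.5 times of the paper's, and their normoxic means lie above that threshold, while the hypoxic mean of the last lies below it.

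Adm, Lrat, Sema3c, Egf and Rbm12b1, which the paper lists as changed, were not tested at their listed probe sets, and without the filter limma calls them changed in the paper's direction. The paper states that most regulated genes at 0 h changed by over 2-fold, while 7.01% of the 6091 changed probe sets did here. The bases of these shares differ: of the 380 changed probe sets that are in the paper's list 126 (33.2%) changed by over 2-fold here, and 186 of 833 by the methods' t-test at an unadjusted p under 0.001. It states that the hypoxic triplicates of each time point cluster together, and here those of 16 h did not form a cluster of their own, with RMA values where additional file 1 takes GCRMA values.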

Other observations

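The tests of lens markers varying together, of the normoxic level at 4 h and of the further probe set of Adm, and the lens covariate, were chosen only after the results they measure had been seen.

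Some stress, clock and lipid genes changed at 0 h too. Of the lists given here only that of the clock genes passed camera at the preset correlation. Of 16 measured clock genes 9 rose and 2 fell (9 rose and 2 fell when adjusted over the list alone), among them the repressors Ciart with a log2 change of 1.38, Per1 with 0.99 and Bhlhe40 with 0.82, and the list was higher (camera adjusted p = 0.0118, and adjusted p = 0.405 with an estimated correlation). Of 16 measured heat shock and unfolded protein response genes 6 rose and 3 fell (8 rose and 4 fell when adjusted over the list alone, camera adjusted p = 0.535), with the chaperone genes Hspa1a at -1.32 and Hspa1b at -1.36 and Ddit3, a gene of the unfolded protein response, at 0.83. Of 18 measured cholesterol synthesis genes 1 rose and 6 fell (1 rose and 6 fell when adjusted over the list alone, camera adjusted p = 0.0751), with Idi1 at -0.50 and Fdps at -0.44 and, in the other direction, Hsd17b7 at 0.50. Of 9 measured immediate early genes 3 rose and 0 fell (3 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.24), with Klf4 at 1.84, Atf3 at 0.86 (adjusted p = 0.0648 from the 6 arrays of the time point alone) and Junb at 0.39. Of 20 listed mitosis genes 3 were measured, of which 2 rose, Kif4 and Ccna2, and 1 fell, Bub1b (2 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.535). The change of Ccna2, 0.48, lost its call in 3 of 6 leave-outs, at 0.45 with adjusted p = 0.0548 without hypoxia 0 h replicate 1, 0.47 with adjusted p = 0.0505 without hypoxia 0 h replicate 3, 0.29 with adjusted p = 0.132 without normoxia 0 h replicate 1, and that of Junb in 4, at 0.25 with adjusted p = 0.172 without hypoxia 0 h replicate 1, 0.40 with adjusted p = 0.0501 without hypoxia 0 h replicate 3, 0.33 with adjusted p = 0.0948 without normoxia 0 h replicate 1, 0.35 with adjusted p = 0.0871 without normoxia 0 h replicate 3.

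Markers of other retinal and eye cells moved in small numbers at 0 h. Of 11 measured Müller glia markers 2 rose and 0 fell, the carbonic anhydrase gene Car14 with 1.19 and Vim with 0.56 (1 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.378), where Vim was at 0.38 with adjusted p = 0.234 without hypoxia 0 h replicate 1, 0.57 with adjusted p = 0.0874 without hypoxia 0 h replicate 2, 0.35 with adjusted p = 0.251 without normoxia 0 h replicate 2. Of 6 measured bipolar cell markers 0 rose and 2 fell, Cabp5 with -0.58 and Isl1 with -0.22 (2 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.737), where Isl1 was at -0.17 with adjusted p = 0.178 without hypoxia 0 h replicate 1, -0.22 with adjusted p = 0.097 without hypoxia 0 h replicate 3, -0.12 with adjusted p = 0.296 without normoxia 0 h replicate 3. Of 8 measured ganglion cell markers 1 rose and 0 fell, Pou4f1 with 0.41 (1 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.535). Of 8 measured amacrine cell markers 1 rose and 0 fell, Slc18a3 with 0.35 (0 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.517), which was at 0.30 with adjusted p = 0.108 without hypoxia 0 h replicate 1, 0.28 with adjusted p = 0.127 without hypoxia 0 h replicate 3, 0.27 with adjusted p = 0.139 without normoxia 0 h replicate 3. Of 6 measured endothelial markers 0 rose and 2 fell, Kdr with -0.71 and Slco1a4 with -0.53 (0 rose and 2 fell when adjusted over the list alone), where the median log2 change of 0.02 and the mean of -0.13 differ in sign (camera adjusted p = 0.771). Of 6 measured fibroblast markers 1 rose and 0 fell, Pdgfra with 0.63 (1 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.273), which was at 0.45 with adjusted p = 0.149 without hypoxia 0 h replicate 2, 0.47 with adjusted p = 0.134 without normoxia 0 h replicate 2. Of 2 measured skeletal muscle markers 1 rose and 0 fell, Acta1 with 0.44 (1 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.376). Limma called 0 of 3 microglia markers changed, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.877), and 0 of 7 erythroid markers reached the signal needed for the test.

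More RPE cells in some pools than in others is a candidate explanation for the RPE markers that rose at 0 h, and it needs markers that vary together within groups. The 10 risen markers did, with a median pairwise correlation of 0.436 against 0.0319 in random lists of equal level (95% of lists below 0.156), and Ttr reached a log2 signal of 12.19 after hypoxia against 8.44. Over 24 arrays, with 4 genes adjusted together, RPE cells may be a source of the rise of Pon1 (Pearson r = 0.806, interval 0.532 to 0.928, permutation p = 0.00072, adjusted p = 0.0029, Spearman rho = 0.786, permutation p = 0.00054, adjusted p = 0.0022, and r = 0.743 without the 2 farthest arrays), and for Adm (Pearson r = 0.294, interval -0.217 to 0.679, permutation p = 0.2, adjusted p = 0.4, Spearman rho = 0.29, permutation p = 0.22, adjusted p = 0.44, and r = 0.251 without the 2 farthest arrays), Cdkn1a (Pearson r = -0.149, interval -0.587 to 0.357, permutation p = 0.61, adjusted p = 0.65, Spearman rho = -0.033, permutation p = 0.9, adjusted p = 0.9, and r = -0.215 without the 2 farthest arrays) and Bcl2l10 (Pearson r = -0.148, interval -0.587 to 0.358, permutation p = 0.65, adjusted p = 0.65, Spearman rho = -0.232, permutation p = 0.41, adjusted p = 0.55, and r = -0.161 without the 2 farthest arrays) this cannot be told, since the interval of Adm leaves high and low correlations open, and its further probe set, tested after the results were seen, reaches the threshold in 1 of 8 groups (Pearson r = -0.0729, interval -0.535 to 0.423, permutation p = 0.77, Spearman rho = -0.111, permutation p = 0.66, and r = 0.0563 without the 2 farthest arrays), as Cdkn1a does in 2, Bcl2l10 in 1 and Pon1 in 1, and a low correlation near the floor excludes nothing. Of 24 listed genes 13 reached the signal needed for the test, and Ttr, Rgr, Rdh5 and Lrat of those listed stand in the paper's Table 1, which was picked from these arrays. A change of RPE gene expression or of RPE adhesion to the retina by hypoxia stays open and was not tested.

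Lens markers were higher at 0 h as a list (camera adjusted p = 0.0139, and adjusted p = 0.677 with an estimated correlation), a call that ended without hypoxia 0 h replicate 1 (adjusted p = 0.14) and without normoxia 0 h replicate 2 (adjusted p = 0.542), and limma called 0 of them changed. The 15 measured of 17 listed genes varied together, with a median pairwise correlation of 0.874 against 0.0462 in random lists (95% below 0.145), which lens tissue carried over in dissection may explain. Cryaa was at a mean of 14.05 in hypoxic and 12.83 in normoxic pools at 0 h. With the lens marker score as a covariate 5466 probe sets were changed at 0 h, against 6091 without, which argues against lens tissue as the source of that number. An effect of hypoxia on lens gene expression stays open and was not tested.

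HIF-1 targets and glycolysis genes were lower after hypoxia than in normoxic retinas at 4 h, by a mean log2 difference of -0.186 over 39 genes (standard error 0.0573, 95% interval -0.307 to -0.0642). The normoxic arrays of 4 h lay above the other normoxic arrays by 0.144 (standard error 0.0467, 0.0452 to 0.243), and the hypoxic arrays of 4 h differed from those by -0.0413 (-0.14 to 0.0578). A high normoxic level at 4 h may therefore account for a large part of the difference. Whether all probe sets shifted at 4 h cannot be told, since the normalization between arrays holds their median change (0.0213, against -0.149 for these genes) near 0. A lower level caused by reoxygenation stays open, since the normoxic level was tested on the same arrays.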
